# Nicotinamide mononucleotide supplementation improves the quality of porcine oocytes under heat stress

**DOI:** 10.1186/s40104-022-00716-0

**Published:** 2022-06-15

**Authors:** Meijie Song, Yu Li, Yihang Zhou, Jiner Yan, Xiaohua Zhou, Qian Gao, Yilong Miao, Bo Xiong

**Keywords:** Heat stress, Meiotic defects, Nicotinamide mononucleotide, Oocyte quality, Porcine oocytes

## Abstract

**Background:**

Elevated ambient temperature-caused heat stress is a major concern for livestock production due to its negative impact on animal feed intake, growth, reproduction, and health. Particularly, the germ cells are extremely sensitive to the heat stress. However, the effective approach and strategy regarding how to protect mammalian oocytes from heat stress-induced defects have not been determined.

**Methods:**

Germinal vesicle (GV) porcine oocytes were cultured at 41.5 °C for 24 h to induce heat stress, and then cultured at 38.5 °C to the specific developmental stage for subsequent analysis. Nicotinamide mononucleotide (NMN) was dissolved in water to 1 mol/L for a stock solution and further diluted with the maturation medium to the final concentrations of 10 μmol/L, 20 μmol/L, 50 μmol/L or 100 μmol/L, respectively, during heat stress. Immunostaining and fluorescence intensity quantification were applied to assess the effects of heat stress and NMN supplementation on the key processes during the oocyte meiotic maturation.

**Results:**

Here, we report that NMN supplementation improves the quality of porcine oocytes under heat stress. Specifically, we found that heat stress resulted in oocyte maturation failure by disturbing the dynamics of meiotic organelles, including the cytoskeleton assembly, cortical granule distribution and mitochondrial function. In addition, heat stress induced the production of excessive reactive oxygen species (ROS) and DNA damage, leading to the occurrence of apoptosis in oocytes and subsequent embryonic development arrest. More importantly, we validated that supplementation of NMN during heat stress restored the meiotic defects during porcine oocyte maturation.

**Conclusions:**

Taken together, our study documents that NMN supplementation is an effective approach to improve the quality of oocytes under heat stress by promoting both nuclear and cytoplasmic maturation.

## Introduction

Constant temperature is critical for the normal physiological functions of organisms [1]. However, animals usually suffer from heat stress during hot weather or environment, particularly when temperatures are extremely high and the exposure time is long. Heat stress negatively affects human health, animal growth, and livestock production [2]. It has been reported that heat stress causes the mitochondrial damage in rat cardiomyocytes, thereby leading to the cardiac dysfunction and failure [3]. Chronic heat stress induces the expression of liver proteins involved in immune response, oxidative stress response and apoptosis, which compromises the growth of porcine liver [4]. Additionally, it is worth noting that the reproductive system of animals appears more sensitive to heat. The testicular temperature in most male animals is lower than their body temperature. Thus, excessive heat is prone to impair spermatogenesis and may cause the male infertility [5]. It has also been shown that the growing ovine oocytes are arrested in the germinal vesicle breakdown (GVBD) stage with an aberrant chromatin configuration under heat stress [6]. The porcine and bovine oocytes exposed to heat stress fail to be matured in vitro due to the defects in the cytoskeleton organization, and obtain the reduced potential for early embryo development [7–10]. Importantly, heat stress adversely affects the mitochondrial function to induce the production of reactive oxygen species (ROS) and oxidative stress, lower the antioxidant capacity, and result in DNA damage and apoptosis in the cells [11, 12].

Nicotinamide adenine dinucleotide (NAD^+^) is a classical coenzyme that plays a critical role in energy metabolism to maintain the proper cell functioning and participate in various biological processes, such as metabolism, inflammation, circadian rhythm, and aging [13, 14]. It has been demonstrated that the levels of NAD^+^ decrease with age, leading to the mitochondrial dysfunction and abnormal metabolism in the organism [15–18]. Nicotinamide mononucleotide (NMN) is a naturally occurring nucleotide precursor of NAD^+^, which is produced through the NAD^+^ rescue pathway [19]. Recovery of NAD^+^ levels by supplementing NMN can substantially ameliorate the age-related functional defects, and thus counteracting the aging diseases [14, 20, 21]. A previous study has shown that NMN restores the function of cerebrovascular endothelium to improve cognitive function in aged mice [22]. NMN also reverses vascular dysfunction by activating SIRT1 activity and decreasing oxidative stress in aged mice [21]. Furthermore, we recently reported that NMN supplementation rejuvenates the quality of maternally aged mouse oocytes and rescues the female fertility [23]. However, whether NMN could improve the quality of oocytes under environmental stress has not been determined.

In the present study, we used porcine oocytes as a research model to study the effect of NMN on the quality of oocytes under heat stress. We found that heat stress caused the porcine oocyte meiotic failure by perturbing both nuclear and cytoplasmic maturation. NMN supplementation effectively inhibited the increase in the occurrence of DNA damage and apoptosis induced by heat stress and restored the quality of porcine oocytes.

## Materials and methods

### Porcine oocyte collection and in vitro maturation

Abattoir-derived porcine ovaries were transported to the laboratory within 2 h in a physiological saline containing penicillin G/streptomycin sulphate. Cumulus-oocyte complexes (COCs) were isolated from the follicles (3–6 mm in diameter) using a disposable syringe with a 20-gauge needle. Oocytes with compact cumulus cells were used for in vitro maturation (IVM) in TCM-199 (ThermoFisher Scientific, Waltham, MA, USA) supplemented with 10 ng/mL EGF, 5 μg/mL insulin, 0.2 mmol/L pyruvate, 0.6 mmol/L cysteine, 10% porcine follicular fluid, 10 IU/mL of each eCG and hCG, and 25 μg/mL kanamycin. 20–30 germinal vesicle (GV) oocytes were cultured for 26–28 h to metaphase I stage and for 44–48 h to metaphase II stage in 100 μL TCM-199 covered with mineral oil at 38.5 °C, 5% CO2.

### Heat treatment and NMN supplementation

The procedure for heat treatment referenced to a previous study [24]. In short, GV oocytes were cultured at 41.5 °C for 24 h for heat stress, and then cultured at 38.5 °C to the specific developmental stage for subsequent analysis. NMN (GeneHarbor Biotech, Hong Kong, China) was dissolved in water to 1 mol/L for a stock solution and further diluted with the maturation medium to the final concentrations of 10 μmol/L, 20 μmol/L, 50 μmol/L or 100 μmol/L, respectively, during heat stress.

### Fluorescence staining and imaging

For immunostaining, denuded oocytes were fixed in 4% paraformaldehyde/PBS (fixation solution) for 30 min and then transferred to 1% Triton X-100/PBS (permeabilization solution) for 8 h. After washing in PBST, oocytes were incubated with 3% BSA/PBS (blocking solution) for 1 h at room temperature (RT), followed by incubation with α-tubulin-FITC antibody (1:200; Sigma-Aldrich, St. Louis, MO, USA), acetyl-α-tubulin antibody (1:100; Sigma-Aldrich), human ovastacin antibody (1:100; Jurrien Dean lab, NIH), γH2A.X antibody (1:100; Cell Signaling Technology, Danvers, MA, USA), phalloidin-TRITC (1:100; Sigma-Aldrich) and LCA-FITC (1:100; Sigma-Aldrich) at 4 °C overnight. After three times of washes in PBST, oocytes were incubated with corresponding secondary antibodies for 1 h and counterstained with 10 μg/mL propidium iodide (PI) or Hoechst 33342 for 10 min at RT. For dye staining, oocytes were stained with 500 nmol/L MitoTracker Red CMXRos (ThermoFisher Scientific) for 30 min at 38.5 °C for mitochondrial distribution, with 2 μmol/L MitoProbe JC-1 (ThermoFisher Scientific) for mitochondrial membrane potential evaluation, with 10 μmol/L dichlorofluorescein diacetate (DCFH-DA) for ROS level, and with Annexin-V-FITC (1:10; Beyotime, Huangzhou, China) for apoptosis observation. Finally, oocytes were mounted on the glass slides and imaged by the laser confocal microscope (LSM 900 META, Zeiss, Germany).

### RNA sequencing

Metaphase II oocytes after NMN treatment were collected from control, heat-stressed and NMN-supplemented groups (100 oocytes per group), and total RNA was extracted using RNeasy Micro Kit (Qiagen) according to manufacturer’s instructions. Extracted RNA was quantified with the Qubit RNA Assay Kit (ThermoFisher Scientific). mRNA library construction was performed with NEBNext Ultra RNA Library Prep Kit for Illumina (New England Biolabs) according to the manuals. The protocol consisted of sequential RNA fragmentation, reverse transcription using random primers, second strand cDNA synthesis, end repair, dA-tailing, adapter ligation, and PCR enrichment. The concentration and quality of libraries were tested by a NanoDrop 2000 spectrophotometer (ThermoFisher Scientific), qPCR, and Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA). Then the libraries were sequenced on Illumina Hiseq X Ten instruments with 150 bp pair-end reads. High-quality sequences (clean reads) were obtained by trimming adaptor sequences and removing low-quality reads from raw RNA-seq reads using cutadapt (v1.10). Reads were then aligned to the susScr11 reference genome using tophat2 (v2.0.13).

### RNA isolation and quantitative real-time PCR

Total RNA was extracted from 30 oocytes using RNeasy Mini Kit (Qiagen, Germantown, MD, USA) and reversed to cDNA using PrimeScript RT Master Mix (Takara, Kusatsu, Shiga, Japan), followed by storing at − 20 °C until use. Quantitative real-time PCR was conducted using SYBR Green PCR Master Mix with QuantStudio 7 Flex Real-Time PCR System (ThermoFisher, Waltham, MA, USA). Data were normalized against *GAPDH* and quantification of the fold change was determined by the comparative CT method. The primers were listed as follows:

*CSNK2B* (F: 5'-GTCCAGCCGCTGAAGTGAA-3'/R: 5'-GCTCGTTGAGTCCAGTGAGA-3');

*MED25* (F: 5'-TCCTGTACTCGTCCAAGAAGAAG-3'/R: 5'-CTGCTGGACTTGCTTGTGGTT-3');

*KDM6NB* (F: 5'-TTCGCGTCCTACATGACCAC-3'/R: 5'-TCAGCGTCAGCTTGATGTGT-3');

*PLK3* (F: 5'-AAAACAGTCCGCAGGTCCAT-3'/R: 5'-TGGTCGGGTCTCATCAATGC-3');

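The primers were aligned to the annotated transcripts of the Sscrofa11.1 build. Both CSNK2B primers matched CSNK2B without a mismatch and enclose 144 nt of its transcript, and both MED25 primers matched MED25 and enclose 110 nt. The forward MED25 primer also matched PTOV1. For KDM6B, the best sites of the forward and reverse primers in its annotated transcript had 8 and 7 mismatches. Both primers of that pair matched the CABLES2 transcript on chromosome 17 in full, where they enclose 109 nt. For PLK3 the best sites likewise had 8 and 7 mismatches, and both primers matched in full the transcript of TCTEX1D4, where they enclose 138 nt. TCTEX1D4 lies on chromosome 6 from 166527350 to 166528855 and overlaps PLK3 (166528760 to 166533734), which is on the other strand. The reference gene GAPDH lies on chromosome 5 from 64129678 to 64135194, and each of its primers had 1 mismatch in the annotated transcripts. In the RNA-seq samples, the FPKM of GAPDH is given as 0.292 and 0.315 in control, 0 and 0.300 in heat-stressed and 0.227 and 0.208 in NMN-supplemented oocytes, in a locus shared by 4 genes.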

*GAPDH* (F: 5'-AGGTCGGTGTGAACGGATTTG-3'/R: 5'-TGTAGACCATGTAGTTGAGGTCA-3').

### Parthenogenetic activation and early embryonic development

After 44 h of in vitro culture, metaphase II oocytes were washed in the activation medium (0.3 mol/L Mannitol, 0.5 mmol/L HEPES, 0.1 mmol/L MgSO_4_•7H_2_O, 0.05 mmol/L CaCl_2_) at 38.5 °C. Then oocytes were electrically activated in a microslide with 0.5 mm fusion chamber using a single direct current pulse of an electrical pulse (0.9 KV/cm, 80 μs, CRY-3B Cell Fusion Instrument, Ningbo, China), followed by the chemical activation with cytochalasin B (5 mg/mL) and cycloheximide (1 mg/mL) in PZM-3 medium for 4 h. The activated oocytes were further cultured in PZM-3 medium at 38.5 °C, 5% CO2 for 6 d to observe the blastocyst formation.

### Statistical analysis

All percentages or values from at least three independent replicates were expressed as mean ± SEM or mean ± SD, and the number of oocytes observed was labeled in parentheses as (*n*). Data were analyzed by paired-samples *t*-test, provided by GraphPad Prism 8 statistical software. The level of significance was accepted as *P* < 0.05.

## Results

### NMN recovers the meiotic failure of porcine oocytes under heat stress

To determine the effect of heat stress on the meiotic progression of porcine oocytes, we exposed GV oocytes at 41.5 °C for 24 h, and then cultured them at 38.5 °C for another 20 h. After 44 h of in vitro maturation, we assessed the expansion of cumulus cells surrounding cumulus-oocyte complexes (COCs) and the rate of polar body extrusion (PBE). As shown in Fig. 1A, in the control group, the cumulus cells of most COCs were completely expanded, with a large and uniform expansion area. While in the heat-stressed group, the expansion ability of cumulus cells was significantly weakened, by displaying partially or entirely no expansion (Fig. 1A). Quantitative data showed that the proportion of PBE in heat-stressed group was considerably decreased compared to the control group (68.3 ± 3.5%, *n* = 59 vs. 46.0 ± 1.1%, *n* = 74, *P* < 0.01; Fig. 1B).

**Fig. 1:**
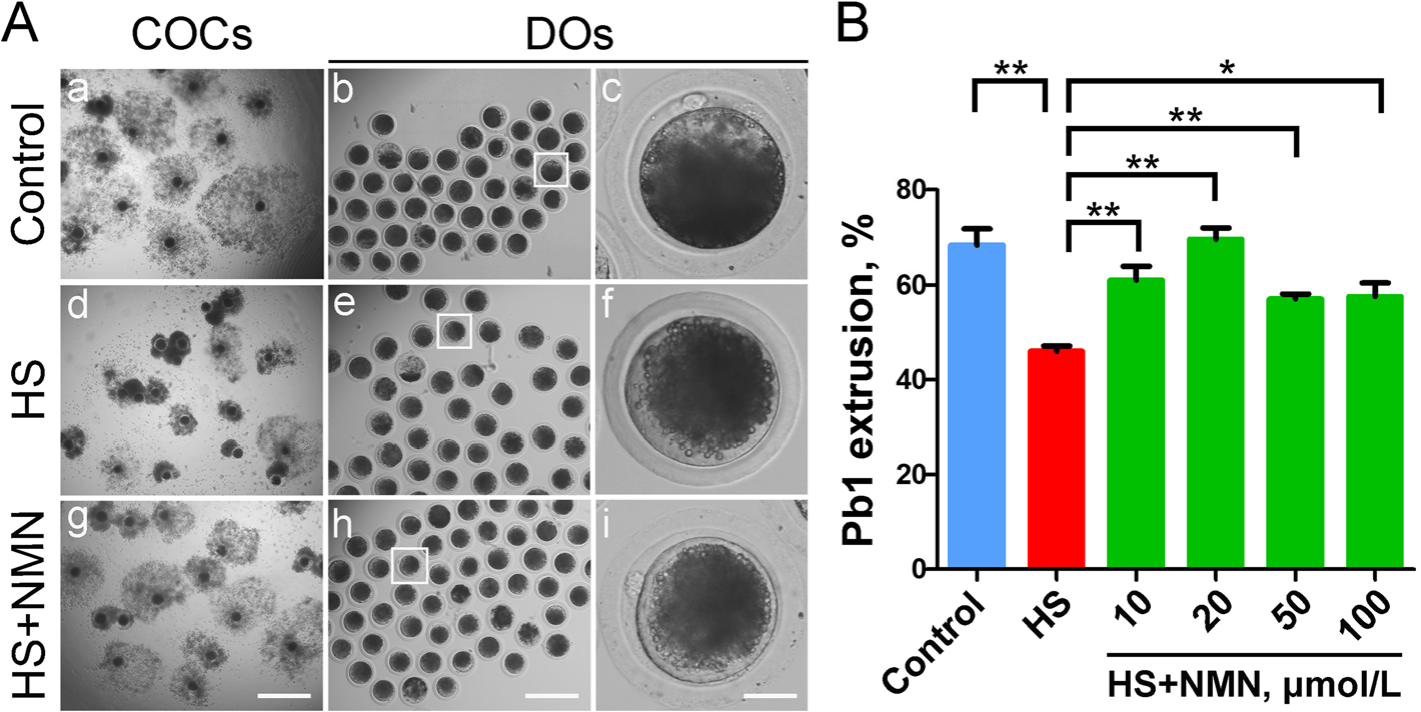
Effects of NMN supplementation on the maturation of heat-stressed porcine oocytes. **A** In vitro maturation of oocytes in control, heat-stressed (HS) and NMN-supplemented (HS + NMN) groups. Cumulus cell expansion of cumulus-oocyte complexes (COCs) and polar body extrusion (PBE) of denuded oocytes (DOs) were imaged by the confocal microscope. Scale bar, 400 μm (a, d, g); 250 μm (b, e, h); 30 μm (c, f, i). **B** The rates of PBE were recorded in control, heat-stressed and NMN-supplemented (10 μmol/L, 20 μmol/L, 50 μmol/L and 100 μmol/L) oocytes after culture for 44 h in vitro. Data were presented as mean percentage (mean ± SEM) of at least three independent experiments. *P < 0.05, **P < 0.01

We next asked whether supplementation of NMN could improve the heat stress-induced oocyte maturational defect. For this purpose, different concentrations of NMN (10, 20, 50 and 100 μmol/L) were added to the culture medium for in vitro maturation of oocytes under heat stress. The results revealed that supplementation with 20 μmol/L NMN has the best rescue effect, not only improving the expansion of cumulus cells surrounding COCs, but also considerably increasing the proportion of PBE in heat-stressed oocytes (46.0 ± 1.1%, *n* = 74 vs. 69.5 ± 2.4%, *n* = 81, *P* < 0.01; Fig. 1A, B). Taken together, these observations indicate that NMN can, at least partially, restore the failure of porcine oocyte meiotic progression caused by heat stress.

### NMN maintains the spindle/chromosome structure in porcine oocytes under heat stress

To explore whether the failure of porcine oocyte meiosis under heat stress is caused by spindle/chromosome abnormalities, metaphase I (M I) oocytes were stained with anti-α-tubulin-FITC antibody to show the spindle apparatus and counterstained with propidium iodide (PI) to display the chromosome alignment. A standard barrel-shaped spindle structure with well-aligned chromosomes at the equatorial plate was present in control oocytes (Fig. 2A). However, the frequency of disorganized spindles such as non-polar, multi-polar, elongated or dispersive ones with misaligned chromosomes was prominently higher in heat-stressed oocytes than that in controls (spindle: 23.3 ± 5.1%, *n* = 31 vs. 68.4 ± 2.8%, *n* = 43, *P* < 0.01; chromosome: 15.8 ± 1.7%, *n* = 31 vs. 58.8 ± 2.5%, *n* = 43, *P* < 0.001; Fig. 2B, C). When supplemented with NMN in the culture medium, the abnormal rate of spindle morphology and chromosome alignment in heat-stressed oocytes was significantly reduced (spindle: 50.0 ± 5.0%, *n* = 30, *P* < 0.05; chromosome: 46.0 ± 5.5%, *n* = 30, *P* < 0.05; Fig. 2A-C), suggesting that NMN supplementation promotes the maturation of porcine oocytes under heat stress by maintaining the spindle/chromosome structure.

**Fig. 2:**
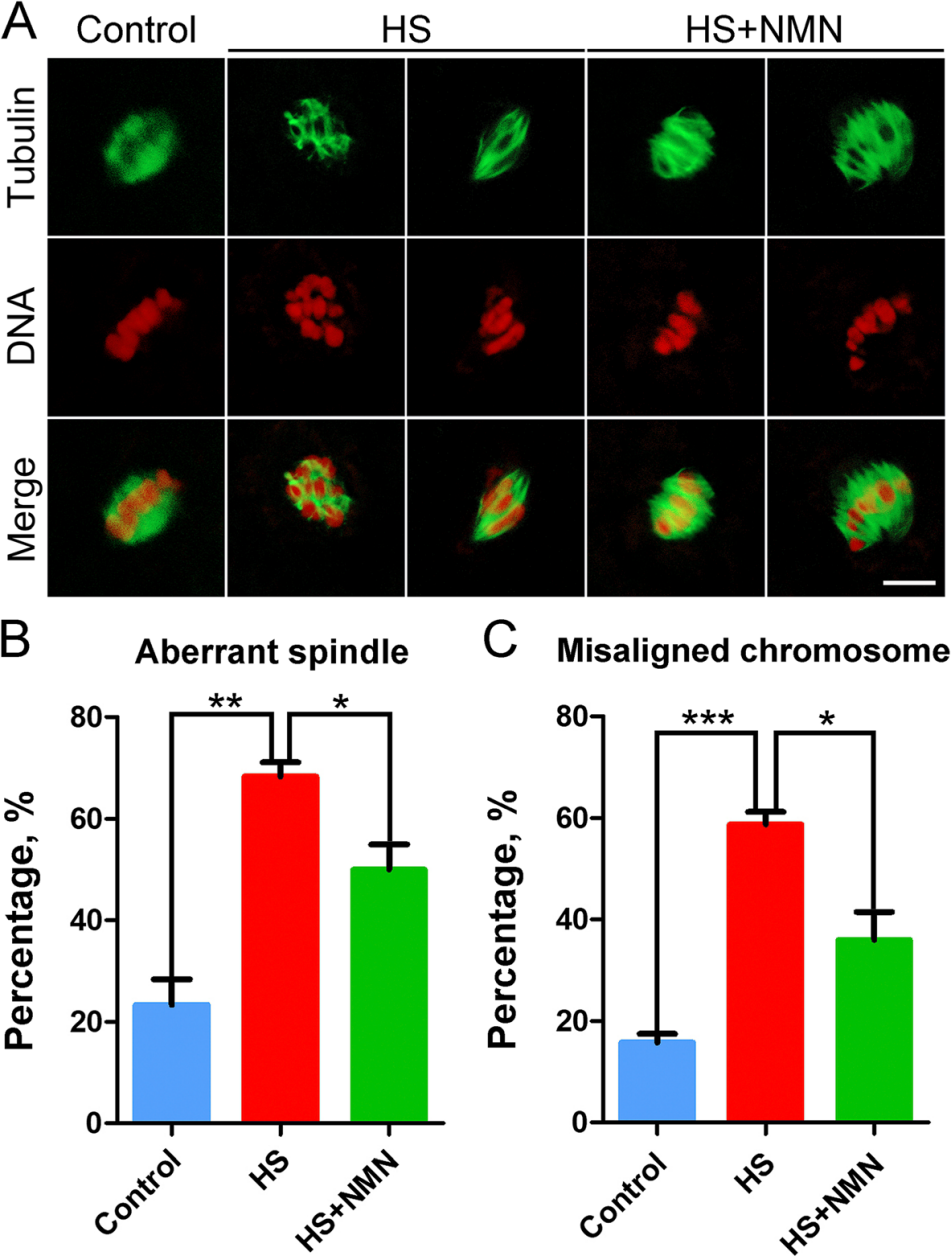
Effects of NMN supplementation on the spindle assembly and chromosome alignment in heat-stressed porcine oocytes. **A** Representative images of spindle/chromosome structure in control, heat-stressed and NMN-supplemented oocytes at metaphase I stage. Scale bar, 5 μm. **B** The rate of disorganized spindles was recorded in control, heat-stressed and NMN-supplemented oocytes. **C** The rate of misaligned chromosomes was recorded in control, heat-stressed and NMN-supplemented oocytes. Data in (**B**) and (**C**) were presented as mean percentage (mean ± SEM) of at least three independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001

### NMN stabilizes microtubules in porcine oocytes under heat stress

As microtubule dynamics is responsible for the regulation of spindle assembly, we next explored if the defects of spindle assembly in heat-stressed oocytes are caused by the impaired microtubule stability. We then evaluated the acetylation level of α-tubulin, an important indicator for the stability of microtubules. As judged by the immunofluorescence analysis, we observed that heat stress greatly reduced the signals of acetylated α-tubulin compared to the controls (52.7 ± 1.4, *n* = 27 vs. 22.0 ± 1.7, *n* = 30, *P* < 0.001; Fig. 3A, B). On the contrary, NMN supplementation significantly increased the acetylation level of α-tubulin in heat-stressed oocytes (38.4 ± 1.8, *n* = 30, *P* < 0.001; Fig. 3A, B), suggesting that NMN could restore the disturbed spindle assembly in porcine oocytes under heat stress by maintaining microtubule stability.

**Fig. 3:**
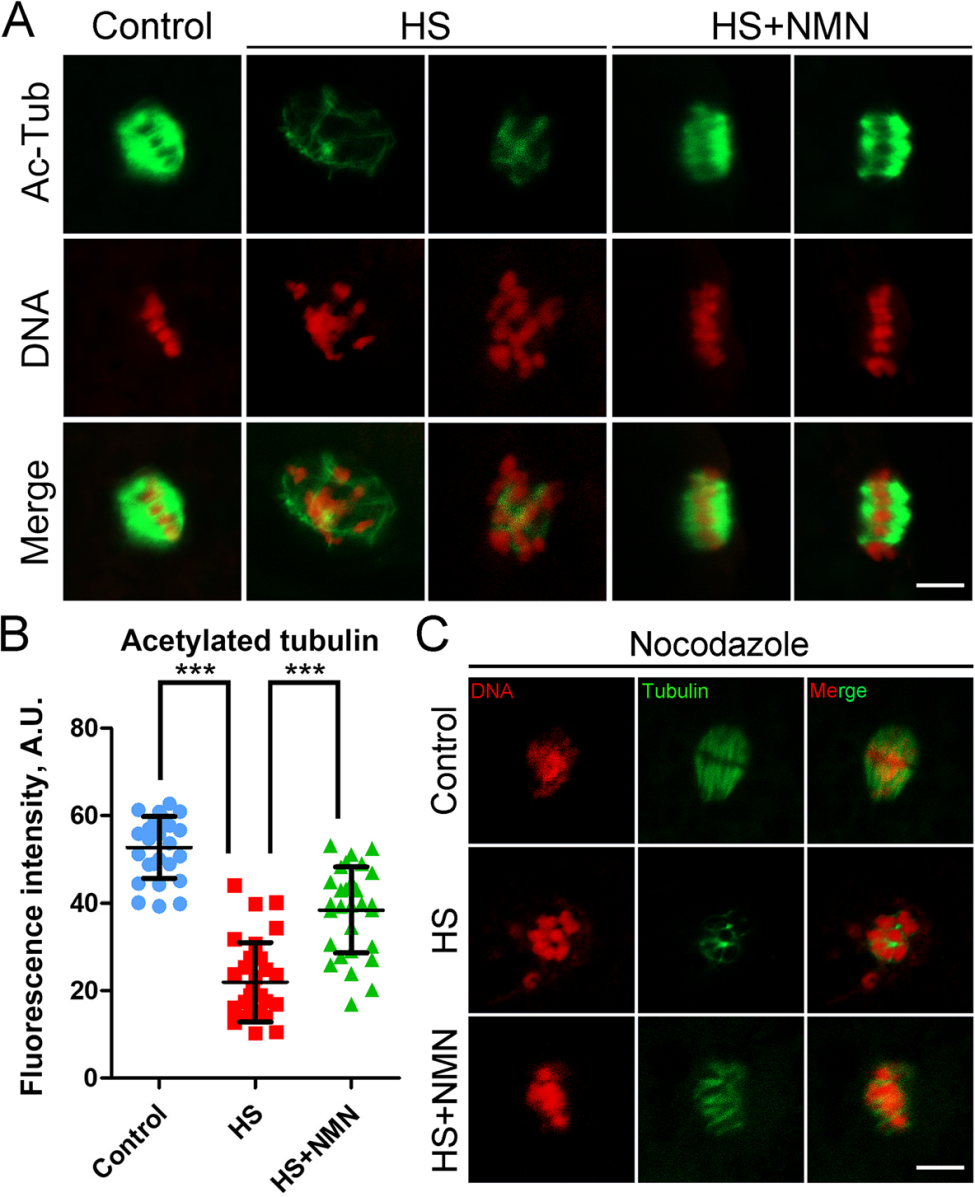
Effects of NMN supplementation on the microtubule stability in heat-stressed porcine oocytes. **A** Representative images of acetylated α-tubulin in control, heat-stressed and NMN-supplemented oocytes at metaphase I stage. Scale bar, 5 μm. **B** The fluorescence intensity of acetylated α-tubulin was quantified in control, heat-stressed and NMN-supplemented oocytes. Data were presented as mean value (mean ± SD) of at least three independent experiments. ***P < 0.001. **C** Representative images of microtubule fibers after nocodazole treatment in control, heat-stressed and NMN-supplemented oocytes. Oocytes were placed in cold culture media at 4 °C for 5 min, followed by the immunostaining for α-tubulin. Scale bar, 5 μm

To further verify the defective microtubule stability in heat-stressed oocytes, we used the microtubule depolymerization drug nocodazole to collapse the microtubules. As shown in Fig. 3C, in the control oocytes, after treatment with 20 μg/mL nocodazole for 5 min, although the spindle morphology was destroyed, the microtubule fibers still existed. However, by performing the same nocodazole treatment, the microtubule fibers completely disappeared in heat-stressed oocytes, indicative of the attenuated microtubule stability. As anticipated, NMN supplementation prominently strengthened the stability of microtubule fibers under heat stress (Fig. 3C).

### NMN protects the dynamic polymerization of actin cytoskeleton from damage in porcine oocytes under heat stress

In oocyte meiosis, actin filaments play a critical role in the maintenance of cell surface structure and spindle migration [25]. To determine whether the failure of porcine oocyte maturation caused by heat stress is linked with actin filaments, F-actin was stained with phalloidin-TRITC. In control oocytes, actin was uniformly distributed on the plasma membrane and showed strong fluorescence signals (Fig. 4A). In sharp contrast, in heat-stressed oocytes, the fluorescence signals of actin were weak and presented a discontinuous distribution (Fig. 4A). Whereas, supplementation with NMN restored the actin dynamics disrupted by heat stress (Fig. 4A). In addition, the quantitative data of fluorescence signal intensity confirmed above observations (15.1 ± 0.6, *n* = 33, *P* < 0.001 vs. 5.9 ± 0.4, *n* = 30 vs. 12.2 ± 0.4, *n* = 31, *P* < 0.001; Fig. 4B), indicating that NMN recovers the actin dynamics in porcine oocytes under heat stress.

**Fig. 4:**
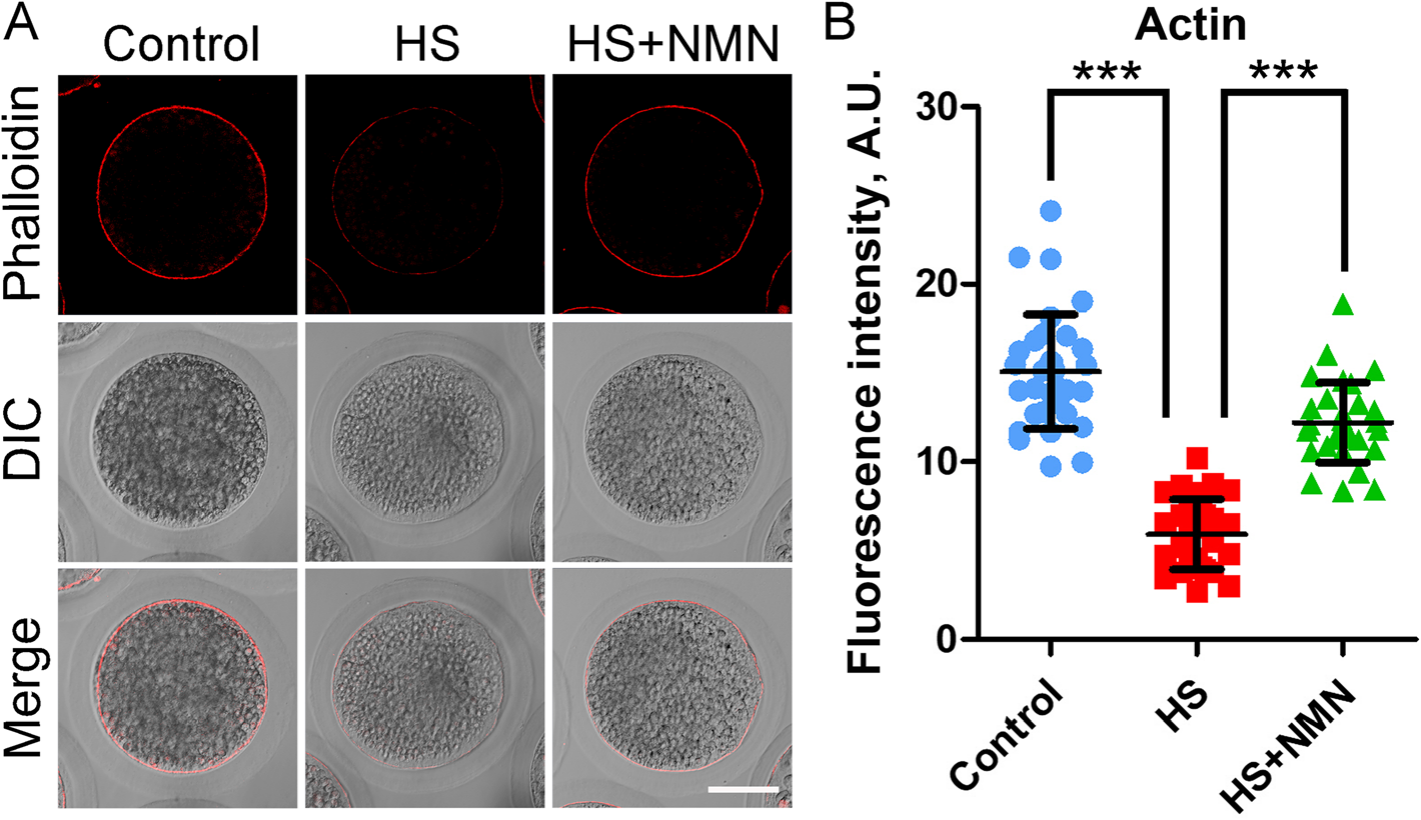
Effects of NMN supplementation on the actin polymerization in heat-stressed porcine oocytes. **A** Representative images of actin filaments in control, heat-stressed and NMN-supplemented oocytes at metaphase I stage. Scale bar, 30 μm. **B** The fluorescence intensity of actin signals was quantified in control, heat-stressed and NMN-supplemented oocytes. Data were presented as mean value (mean ± SD) of at least three independent experiments. ***P < 0.001

### NMN rescues the distribution of CGs and ovastacin in porcine oocytes under heat stress

Cortical granules (CGs) are a unique vesicular organelle in oocytes that function in the prevention of polyspermy [26], and their distribution under the subcortical region of oocytes has been considered as one of the key indicators of oocyte cytoplasmic maturation. The results in Fig. 5A showed that signals of CGs were remarkably weakened in oocytes after heat stress, but were partially restored by NMN supplementation. Quantitative analysis also revealed that the fluorescence intensity of CG signals in heat-stressed oocytes was significantly reduced in comparison with the controls (27.3 ± 1.1, *n* = 45 vs. 12.7 ± 1.0, *n* = 49, *P* < 0.001; Fig. 5B), and supplementation of NMN during in vitro culture increased the intensity (16.5 ± 0.8, *n* = 44, *P* < 0.01; Fig. 5B).

**Fig. 5:**
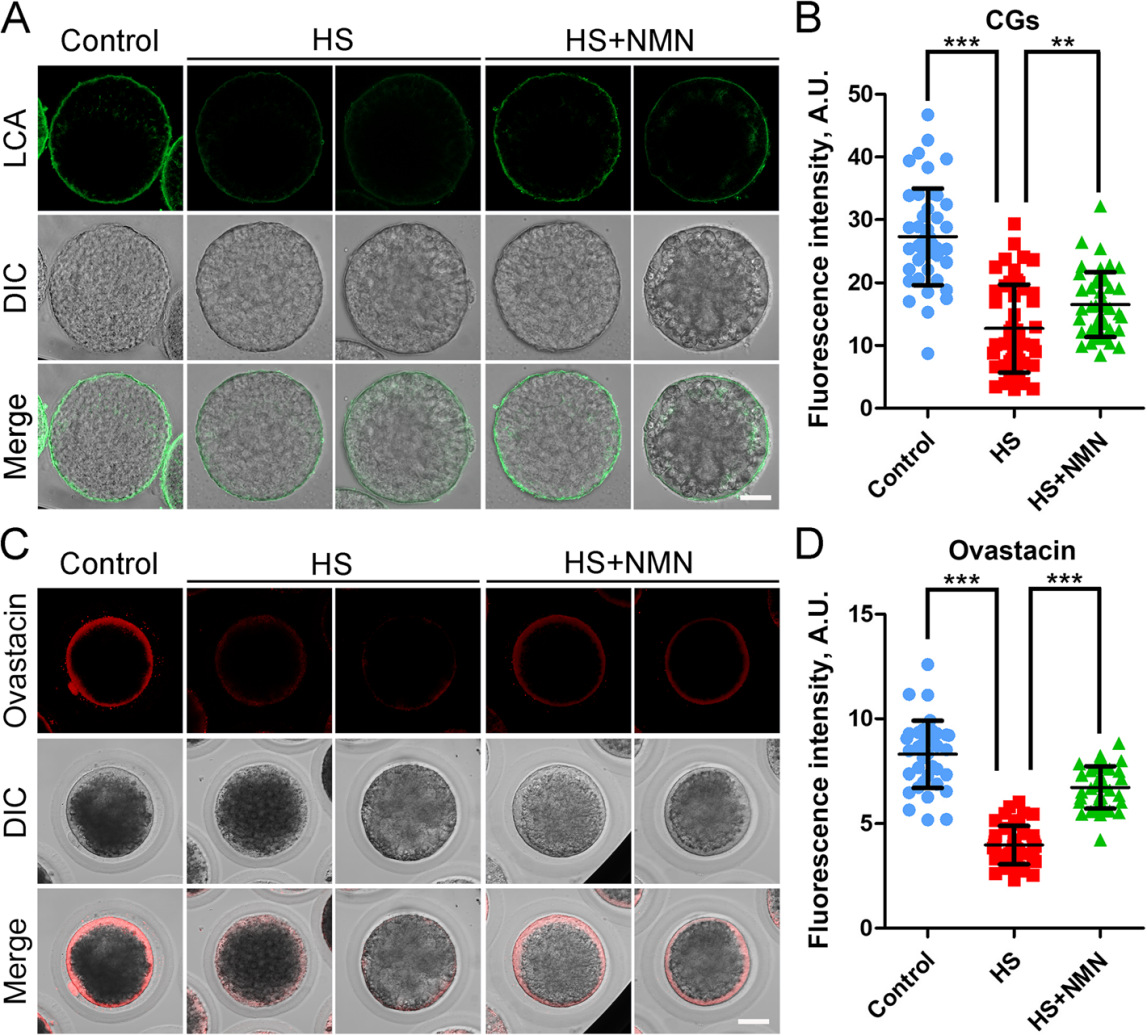
Effects of NMN supplementation on the distribution of CGs and ovastacin in heat-stressed porcine oocytes. **A** Representative images of CG localization in control, heat-stressed and NMN-supplemented oocytes at metaphase II stage. Zona pellucida was removed from oocytes before LCA-FITC staining because of the non-specific binding. Scale bar, 30 μm. **B** The fluorescence intensity of CG signals was quantified in control, heat-stressed and NMN-supplemented oocytes. **C** Representative images of ovastacin localization in control, heat-stressed and NMN-supplemented oocytes at metaphase II stage. Scale bar, 30 μm. **D** The fluorescence intensity of ovastacin signals was quantified in control, heat-stressed and NMN-supplemented oocytes. Data in (B) and (D) were presented as mean value (mean ± SD) of at least three independent experiments. **P < 0.01, ***P < 0.001

In agreement with above observations, we found that ovastacin, a component of CGs, exhibited a similar distribution pattern to CGs in control, heat-stressed and NMN-supplemented oocytes (Fig. 5C). Moreover, measurement of fluorescence intensity of ovastacin signals confirmed that ovastacin signals in the heat-stressed oocytes considerably decreased compared to the controls, but elevated after NMN supplementation (8.3 ± 0.3, *n* = 38, *P* < 0.001 vs. 4.0 ± 0.1, *n* = 43 vs. 6.7 ± 0.2, *n* = 40, *P* < 0.001; Fig. 5D). Altogether, these data suggest that NMN improves the cytoplasmic maturation of porcine oocytes under heat stress.

### Identification of target effector in NMN-supplemented oocytes under heat stress by transcriptome analysis

To further understand the underlying mechanism regarding how NMN supplementation improves the quality of porcine oocytes under heat stress, we analyzed the transcriptome profiles of control, heat-stressed and NMN-supplemented oocytes by RNA sequencing (RNA-seq). 

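RNA was sequenced from 6 samples, with 2 each from control, heat-stressed and NMN-supplemented oocytes, and the methods give 100 oocytes per group. Control oocytes were matured at 38.5 °C, whereas heat-stressed oocytes spent the first 24 h at 41.5 °C. The methods give the stage of the sequenced oocytes as metaphase II, while the labels of the deposited samples give GV and 24 h. The authors deposited the FPKM of 29861 genes in each sample, which is the number of fragments normalized to transcript length and to the mapped fragments of the sample. The authors' table also holds the log2 fold change, P-value and q-value of each gene for all 3 comparisons between the groups. The paper's text names the trimming and alignment steps but not the tool that quantified or compared the genes. Read counts were not used here, so the depth behind each value is unknown. The FPKM values were log2-transformed after adding 1 FPKM, which makes the fold changes of genes with low FPKM smaller than their FPKM ratios. The 4713 genes with a mean FPKM of at least 1 over the 6 samples were compared in one limma model of the 3 groups, with Benjamini-Hochberg adjustment over these genes. With 2 samples per group, a two-sided exact permutation test of a single gene cannot give a P below 0.333, and limma instead shares the estimate of the spread across genes.
The sum of FPKM over all genes lay between 163929 in control replicate 2 and 290136 in heat-stressed replicate 1. The mitochondrially encoded genes took 66.4% and 61.7% of this sum in the control samples, 62.4% and 71.6% in the heat-stressed samples, and 74.2% and 74.7% in the NMN-supplemented samples. In heat-stressed replicate 1 the pseudogene LOC100513953 took 13.9% of the sum, which lowers the mitochondrial share of that sample. Between 15707 and 17163 genes per sample had an FPKM above 0. Across the tested genes, which are not independent replicates, the Spearman rank correlation within the groups was 0.922 for control, 0.904 for heat-stressed and 0.941 for NMN-supplemented oocytes. Between groups it was 0.862 to 0.896 for control and heat-stressed samples, 0.881 to 0.918 for heat-stressed and NMN-supplemented samples, and 0.7985 to 0.8501 for control and NMN-supplemented samples. Heat-stressed replicate 2 was at a root mean square log2 difference of 0.494 from heat-stressed replicate 1, and nearer to NMN-supplemented replicates 2 (0.417) and 1 (0.436) and to control replicate 1 (0.455). Neither the paper's text nor the labels say whether samples of different groups with the same replicate number came from the same collection of ovaries. Across genes, the deviations of same-numbered samples from their group means had correlations of −0.032 between control and heat-stressed, 0.008 between heat-stressed and NMN-supplemented, and −0.014 between control and NMN-supplemented samples.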

The heat map and volcano plot data showed that a total of 953 differentially expressed genes (DEGs) were identified in heat-stressed oocytes compared to controls, and 537 DEGs were identified in NMN-supplemented oocytes compared to heat-stressed ones (Fig. 6A-C). 

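In the limma model, 1074 of the 4713 tested genes had an unadjusted P under 0.05 between heat-stressed and control oocytes, of which 598 were higher and 476 lower in heat-stressed oocytes. Between NMN-supplemented and heat-stressed oocytes, 641 genes had an unadjusted P under 0.05, of which 337 were higher and 304 lower in NMN-supplemented oocytes. If no gene had changed, 236 genes would have been expected below 0.05 in each comparison. With an adjusted P under 0.05, the count was 0 in both comparisons. Both counts moved most when an absolute log2 fold change over 1 was also required, to 74 genes (18 higher and 56 lower) and 71 genes (9 higher and 62 lower). With a minimum mean FPKM of 0.1, where 11651 genes were tested, the split was 818 higher and 1047 lower for heat stress and 504 higher and 657 lower for NMN. After quantile normalization the DEGs of NMN-supplemented oocytes were split into 218 higher and 310 lower genes, and after scaling to the same median FPKM into 275 higher and 336 lower ones. With the samples paired by replicate number as a replicate block, the counts were 937 (485 higher and 452 lower) and 527 (215 higher and 312 lower). The median log2 fold change of all tested genes was 0.049 in the first comparison and 0.078 in the second.
In the authors' deposited table, a P-value of 0.05 or less with a finite fold change selects the paper's 953 and 537 genes. A q-value under 0.05 in that table is reached by 147 and 37 genes of the authors' comparisons. Of the 1074 genes called by limma for heat stress, 680 were also called by the authors, all in the same direction, and 878 of the authors' genes were among the genes tested here. Of the 641 genes called for NMN, 339 were also called by the authors, all in the same direction, and 527 of the authors' genes were tested. Of 51 genes whose names can be read in Fig. 6B, 41 were tested, and all 41 changed in the direction plotted there. All 30 genes whose names can be read in Fig. 6C were tested and changed in the direction plotted.
Among genes with an unadjusted P under 0.05 and no overlap between the samples compared, the largest rise in heat-stressed oocytes was that of LOC100153112 on chromosome 5 (20484226 to 20484861), from 0.700 ± 0.989 FPKM to 7.67 ± 1.11 FPKM (SD, n = 2). Its log2 fold change was 2.48 (SE 0.63, adjusted P = 0.137). LOC100620883, a pseudogene on chromosome 17 (19395933 to 19396558), had the largest fall among such genes, from 5.52 ± 1.40 FPKM to 0.0463 ± 0.0655 FPKM (SD, n = 2), with a log2 fold change of −2.62 (SE 0.18, adjusted P = 0.0551). In NMN-supplemented oocytes, LOC100515579 on chromosome 13 (40062149 to 40078179) rose most among such genes, from 0.0208 FPKM in heat-stressed oocytes to 3.30 ± 0.578 FPKM (SD, n = 2), a log2 fold change of 2.07 (SE 0.14, adjusted P = 0.0587). The pseudogene LOC100627398 on chromosome 1 (45342406 to 45342759) fell most among such genes, from 6.32 ± 1.85 FPKM (SD, n = 2) to a value listed at 0 in both NMN-supplemented samples, with a log2 fold change of −2.85 (SE 0.60, adjusted P = 0.222). Apart from LOC100153112, these genes share the locus given in the table with another gene. The authors did not call any of them in the same comparison. Their deposited P-values, from a test that the paper's text does not name, were 0.247 for LOC100153112, 0.334 for LOC100620883, 0.1875 for LOC100515579 and 0.227 for LOC100627398.
Genes that heat stress changed and NMN changed back, with an unadjusted P under 0.05 in both comparisons and opposite signs, numbered 63. Of these, 44 were lower in heat-stressed oocytes and higher with NMN, and 19 the reverse, while with a minimum mean FPKM of 0.1 the numbers were 76 and 90. Another 157 genes had an unadjusted P under 0.05 in both comparisons with the same sign. Across the tested genes, the log2 fold changes of heat stress and of NMN had a correlation of 0.27, as the mean of 0.22 and 0.31 from the assignments of one heat-stressed sample to each comparison. With the same heat-stressed samples in both comparisons, which by itself pulls the value below 0, the correlation was −0.016.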

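The RNA-seq values of CSNK2B, MED25, KDM6B and PLK3, the genes of Fig. 6D, were taken from the same samples, and their positions are those of the Sscrofa11.1 build.
CSNK2B, which encodes a subunit of casein kinase, lies on chromosome 7 from 23781194 to 23787914. Its expression was 4.66 ± 1.81 FPKM in control, 2.54 ± 1.43 FPKM in heat-stressed and 4.33 ± 0.0858 FPKM in NMN-supplemented oocytes (SD, n = 2 each). The log2 fold change was −0.70 with heat stress (SE 0.34, adjusted P = 0.279) and 0.65 with NMN (SE 0.34, adjusted P = 0.399). The control and heat-stressed samples overlapped, with 3.39 and 5.94 FPKM against 1.53 and 3.55 FPKM. The unadjusted limma P of CSNK2B was 0.0868 and 0.106, and with the samples paired by replicate number it was 0.0307 and 0.0393.
MED25, which encodes a subunit of the Mediator complex, lies on chromosome 6 from 54834303 to 54849539. Its expression was 2.53 ± 0.327 FPKM in control, 1.67 ± 0.433 FPKM in heat-stressed and 2.66 ± 0.149 FPKM in NMN-supplemented oocytes (SD, n = 2 each). The log2 fold change was −0.41 with heat stress (SE 0.16, adjusted P = 0.213) and 0.46 with NMN (SE 0.16, adjusted P = 0.350). The unadjusted P for heat stress was 0.0434, against 0.0506 after quantile normalization and 0.0656 with the replicate block.
KDM6B, which encodes a histone demethylase, lies on chromosome 12 from 53087072 to 53108949, in a locus that the table gives to 2 genes. It had 1.98 ± 0.180 FPKM in control, 0.846 ± 0.353 FPKM in heat-stressed and 1.44 ± 0.0649 FPKM in NMN-supplemented oocytes (SD, n = 2 each). The log2 fold change was −0.71 with heat stress (SE 0.17, adjusted P = 0.127) and 0.41 with NMN (SE 0.17, adjusted P = 0.360). The unadjusted P for NMN was 0.0504, and it was 0.0353 after quantile normalization, 0.0755 with the replicate block and 0.0538 with a pseudocount of 0.1 FPKM.
PLK3, which encodes a polo-like kinase, lies on chromosome 6 from 166528760 to 166533734 and shares its listed locus with TCTEX1D4, whose FPKM is listed at 0 in all 6 samples. PLK3 had 5.85 ± 0.455 FPKM in control, 2.95 ± 0.359 FPKM in heat-stressed and 5.38 ± 0.114 FPKM in NMN-supplemented oocytes (SD, n = 2 each). The log2 fold change was −0.80 with heat stress (SE 0.12, adjusted P = 0.111) and 0.69 with NMN (SE 0.12, adjusted P = 0.222).
All 4 genes were thus lower in heat-stressed oocytes and higher again with NMN, and each kept both directions when any single sample was left out. Of the 8 comparisons, 5 had an unadjusted P under 0.05, and 3 had a P under 0.05 when adjusted over these 8 alone. The paper describes the 4 genes as selected at random. All 4 are among the authors' DEGs of both comparisons, so adjusting over these 8 alone favours a small P. The authors' deposited log2 fold changes with heat stress are −0.88 for CSNK2B, −0.61 for MED25, −1.24 for KDM6B and −0.995 for PLK3.

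**Figure D1:**
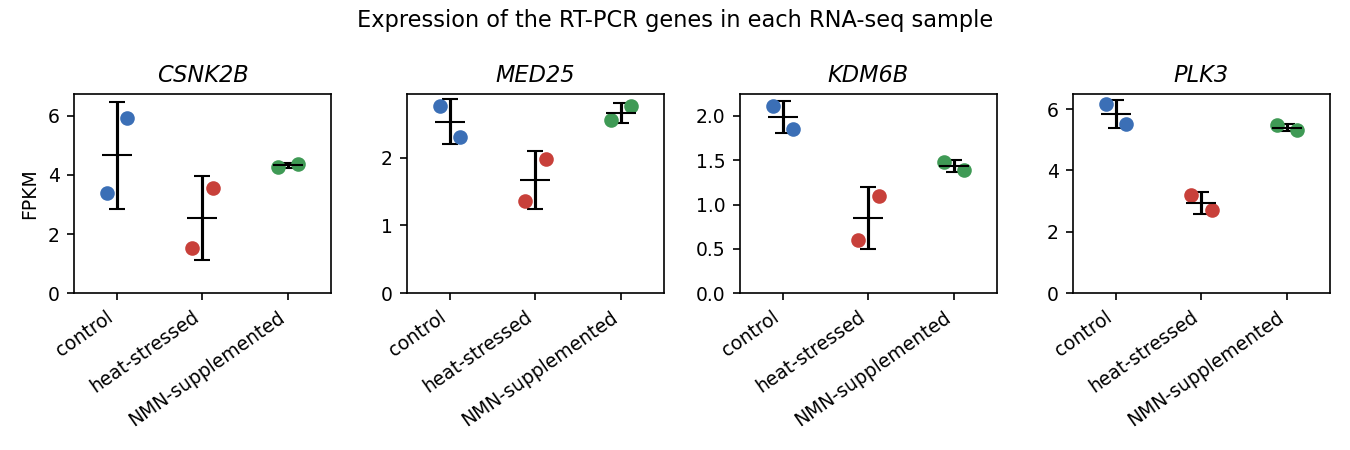
FPKM of CSNK2B, MED25, KDM6B and PLK3 in each RNA-seq sample of control, heat-stressed and NMN-supplemented oocytes, with 2 samples per group. Points are samples, the long line is the mean and the bars are ± SD, and the mean of heat-stressed oocytes is the lowest for all 4 genes.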

The RNA-seq data were further verified by RT-PCR with four randomly selected genes (Fig. 6D, E). 

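Lists of the genes of both pathways in Fig. 6F and G were written by hand from gene symbols, because the KEGG lists were not available. The oxidative phosphorylation list held 130 nuclear genes, of which 93 were in the table and 25 passed the minimum mean FPKM of 1, and the apoptosis list held 132 genes, of which 38 passed it. The 13 mitochondrially encoded genes of oxidative phosphorylation were kept apart. Each list was tested for an excess of genes with an unadjusted limma P under 0.05 by a two-sided Fisher's exact test against all tested genes, and for a shift of the whole list by limma's camera test. For both tests the P-values were adjusted over 10 comparisons, 5 gene lists in 2 comparisons.
Between heat-stressed and control oocytes, 9 of the 25 oxidative phosphorylation genes were DEGs, all of them lower with heat stress (odds ratio 1.91, Fisher's exact test, P = 0.147, adjusted P = 0.695). Counting only DEGs that were lower, a direction taken from the list's own DEGs, which favours a small P, the odds ratio was 5.08 (Fisher's exact test, P = 0.000471). As a whole the list had a median log2 fold change of −0.27, with 20 genes lower and 5 higher (camera, adjusted P = 0.000403). Random lists matched to it on expression and transcript length had a median of −0.11, and a median as far from theirs arose in a share of 0.2 of them (permutation test). With a minimum mean FPKM of 5, the median shift of the list was −0.0079. The fall was not limited to this list. With heat stress, the 36 tested cytosolic ribosomal protein genes had a median of −0.45, with 29 lower (camera, unadjusted P = 3.7e-05). The 15 tested proteasome genes had a median of −0.19, with 13 lower (camera, unadjusted P = 0.00832). Against matched random lists these medians had a P of 0.003 and 0.519 (permutation test). Between NMN-supplemented and heat-stressed oocytes, 5 of the 25 genes were DEGs, with 1 higher and 4 lower with NMN (odds ratio 1.59, Fisher's exact test, P = 0.374, adjusted P = 0.695). The median log2 fold change of the list was −0.080, with 16 genes lower and 9 higher (camera, adjusted P = 0.0163), and limma's fry test in place of camera gave a P of 0.0746.
Among the oxidative phosphorylation genes, ATP6V0B on chromosome 6 fell from 4.14 ± 0.843 FPKM in control to 0.962 ± 0.300 FPKM in heat-stressed oocytes (SD, n = 2), a log2 fold change of −1.39 (SE 0.30, adjusted P = 0.122). With NMN it was 0.934 ± 0.741 FPKM. ATP6V1G1 on chromosome 1 had 4.56 ± 1.32 FPKM in heat-stressed and 1.77 ± 0.416 FPKM in NMN-supplemented oocytes (SD, n = 2), a log2 fold change of −0.99 (SE 0.20, adjusted P = 0.222). Both genes encode subunits of the vacuolar ATPase, so they belong to the list but not to the mitochondrial respiratory chain.
All 13 mitochondrially encoded genes had a higher FPKM in heat-stressed than in control oocytes, with a median log2 fold change of 0.57. It was 0.59 after scaling to the same median FPKM and −0.15 after quantile normalization, which gives the highest ranks the same values in all samples. ND4, on the mitochondrial genome from 11359 to 12736, rose from 2528 ± 455 FPKM to 4216 ± 14.5 FPKM (SD, n = 2), a log2 fold change of 0.75 (SE 0.16, adjusted P = 0.122). Between NMN-supplemented and heat-stressed oocytes, the median of these 13 genes was 0.19, with 11 genes higher and 2 lower, and 0.23 after quantile normalization.
Of the 38 apoptosis genes, 10 were DEGs between heat-stressed and control oocytes, 6 higher and 4 lower (odds ratio 1.21, Fisher's exact test, P = 0.564, adjusted P = 0.806). With NMN, 4 were DEGs, 1 higher and 3 lower (odds ratio 0.746, Fisher's exact test, P = 0.812, adjusted P = 0.832). The odds ratio for NMN rose above 1 with the samples paired by replicate number (1.21), with only the lower DEGs (1.25) and with the DEGs called by the authors (1.66). The median log2 fold change of the apoptosis list was −0.13 with heat stress (camera, adjusted P = 0.259) and 0.083 with NMN (camera, adjusted P = 0.706). For heat stress, this median was lower than that of most random lists matched on expression and length, at percentile 0.39 on a scale to 100, with a permutation P of 0.008. CTSB on chromosome 14 had 13.3 ± 1.51 FPKM in control, 9.24 ± 1.99 FPKM in heat-stressed and 3.65 ± 0.228 FPKM in NMN-supplemented oocytes (SD, n = 2), with a log2 fold change of −1.12 for NMN (SE 0.17, adjusted P = 0.216). ATF4 on chromosome 5 fell in both comparisons, by 0.59 with heat stress (SE 0.14, adjusted P = 0.131) and by 0.64 with NMN (SE 0.14, adjusted P = 0.233) on the log2 scale. From the enrichment of both pathways in both comparisons, the paper proposes that NMN might improve mitochondrial function in heat-stressed oocytes and thereby prevent apoptosis.

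**Figure D2:**
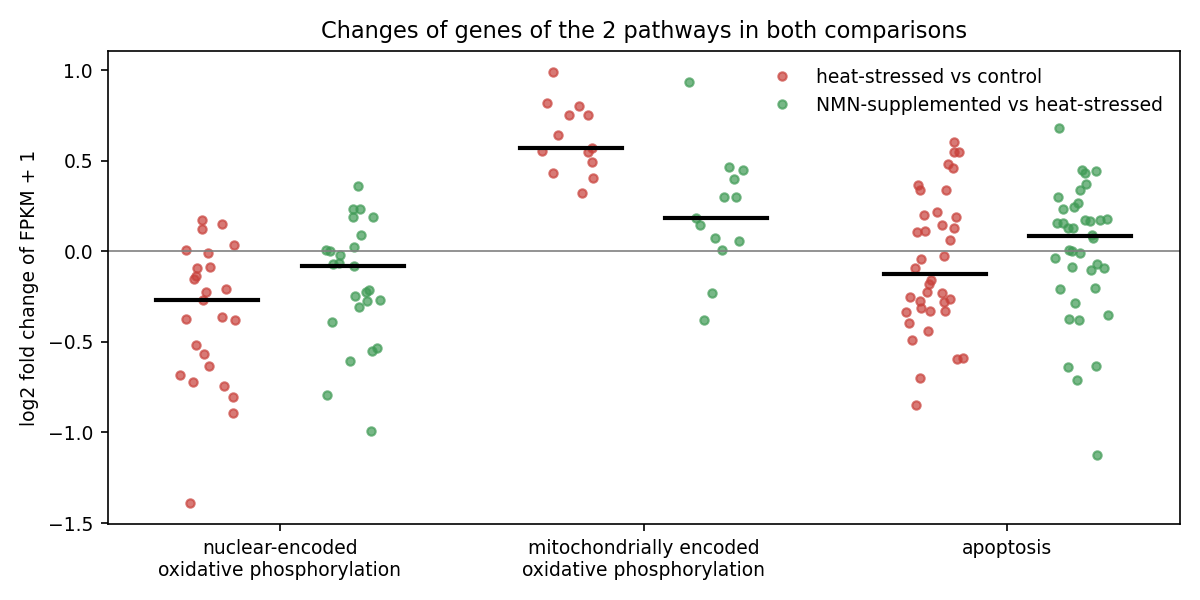
Log2 fold change of log2-transformed FPKM + 1 for each tested gene of oxidative phosphorylation, encoded in the nucleus (25) or the mitochondria (13), and of apoptosis (38). Points are genes, black lines are medians, and colours are the comparisons. The nuclear oxidative phosphorylation genes have a median of −0.27 with heat stress and the mitochondrially encoded genes 0.57, the latter being 0.59 after scaling to the same median FPKM and −0.15 after quantile normalization, which gives the highest ranks the same values in all samples.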

In particular, the KEGG pathway enrichment analysis revealed that DEGs in the oxidative phosphorylation and apoptosis pathways were enriched in both heat-stressed oocytes compared to control oocytes and NMN-supplemented oocytes compared to heat-stressed oocytes, suggesting that NMN might strengthen the mitochondrial function of heat-stressed oocytes to prevent the occurrence of apoptosis (Fig. 6F, G).

**Fig. 6:**
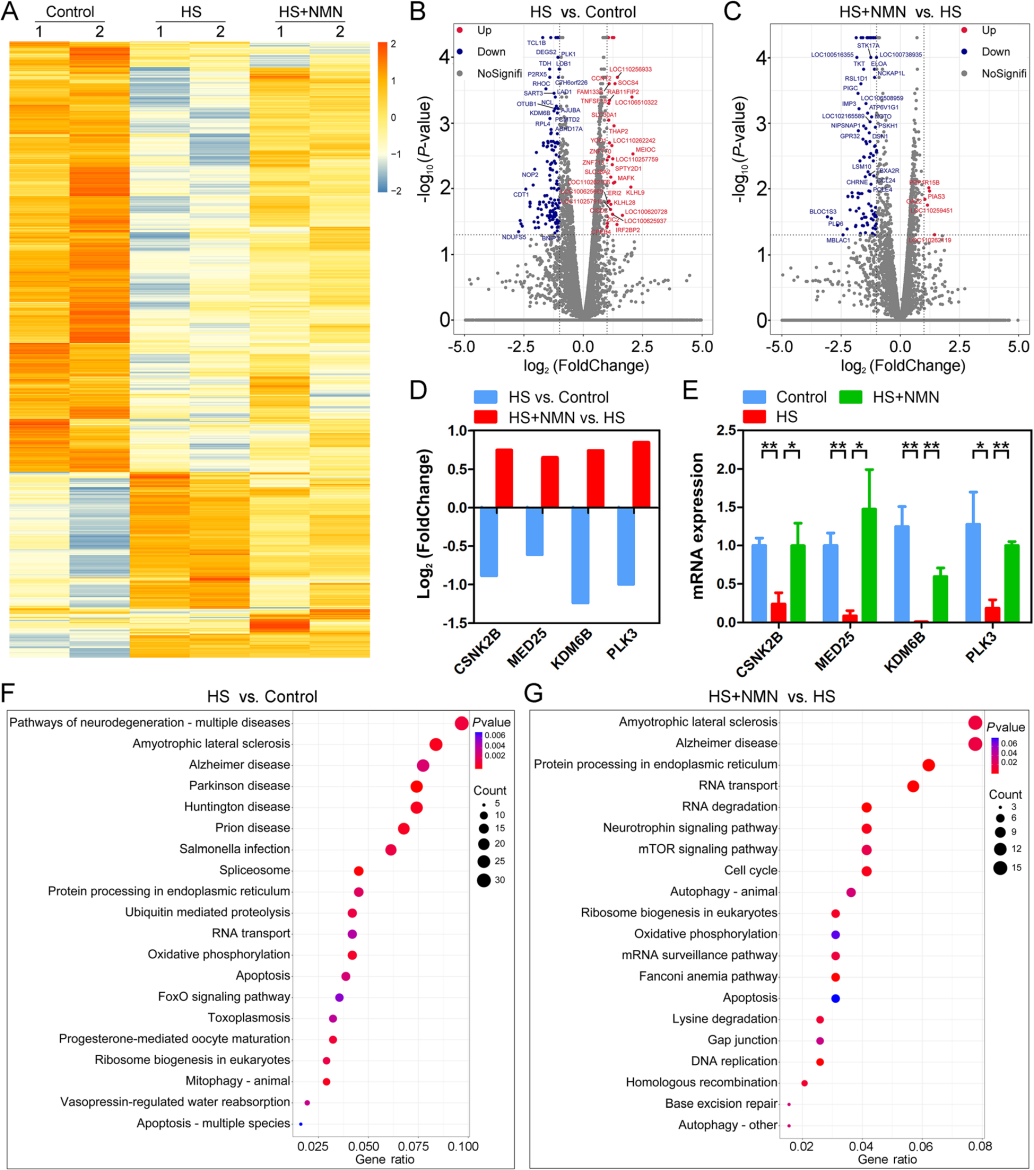
Effects of NMN supplementation on the transcriptome profiling of heat-stressed porcine oocytes. **A** Heatmap illustration showed the differentially expressed genes (DEGs) in control, heat-stressed and NMN-supplemented oocytes. **B** Volcano plot displayed the DEGs in heat-stressed oocytes compared to control oocytes. Red, upregulated; Blue, downregulated; Grey, not significant. **C** Volcano plot displayed the DEGs in NMN-supplemented oocytes compared to heat-stressed oocytes. Red, upregulated; Blue, downregulated; Grey, not significant. **D** RNA-seq results of selected genes in heat-stressed oocytes compared to control oocytes and NMN-supplemented oocytes compared to heat-stressed oocytes. **E** Validation of RNA-seq data by quantitative RT-PCR in control (blue), heat-stressed (red) and NMN-supplemented (green) oocytes. Data were presented as mean value (mean ± SEM) of at least three independent experiments. *P < 0.05, **P < 0.01. **F** KEGG pathway enrichment analysis of DEGs in heat-stressed oocytes compared to control oocytes. **G** KEGG pathway enrichment analysis of DEGs in NMN-supplemented oocytes compared to heat-stressed oocytes

### NMN enhances the mitochondrial function in porcine oocytes under heat stress

As transcriptome analysis has shown that mitochondrion might be the target organelle in which NMN functions, we next investigated the dynamic distribution of mitochondria by MitoTracker staining as previously described [27]. We observed that most of the mitochondria gathered in the subcortex area in control porcine oocytes, but reduced after heat stress (Fig. 7A). The correct positioning of mitochondria was partially restored in NMN-supplemented oocytes (Fig. 7A). By quantification of fluorescence intensity, the data indicated that mitochondrial signals in heat-stressed oocytes significantly decreased compared to the controls, but elevated after NMN supplementation (14.7 ± 0.9, *n* = 35, *P* < 0.001 vs. 2.3 ± 0.3, *n* = 31 vs. 6.4 ± 0.3, *n* = 34, *P* < 0.001; Fig. 7B).

**Fig. 7:**
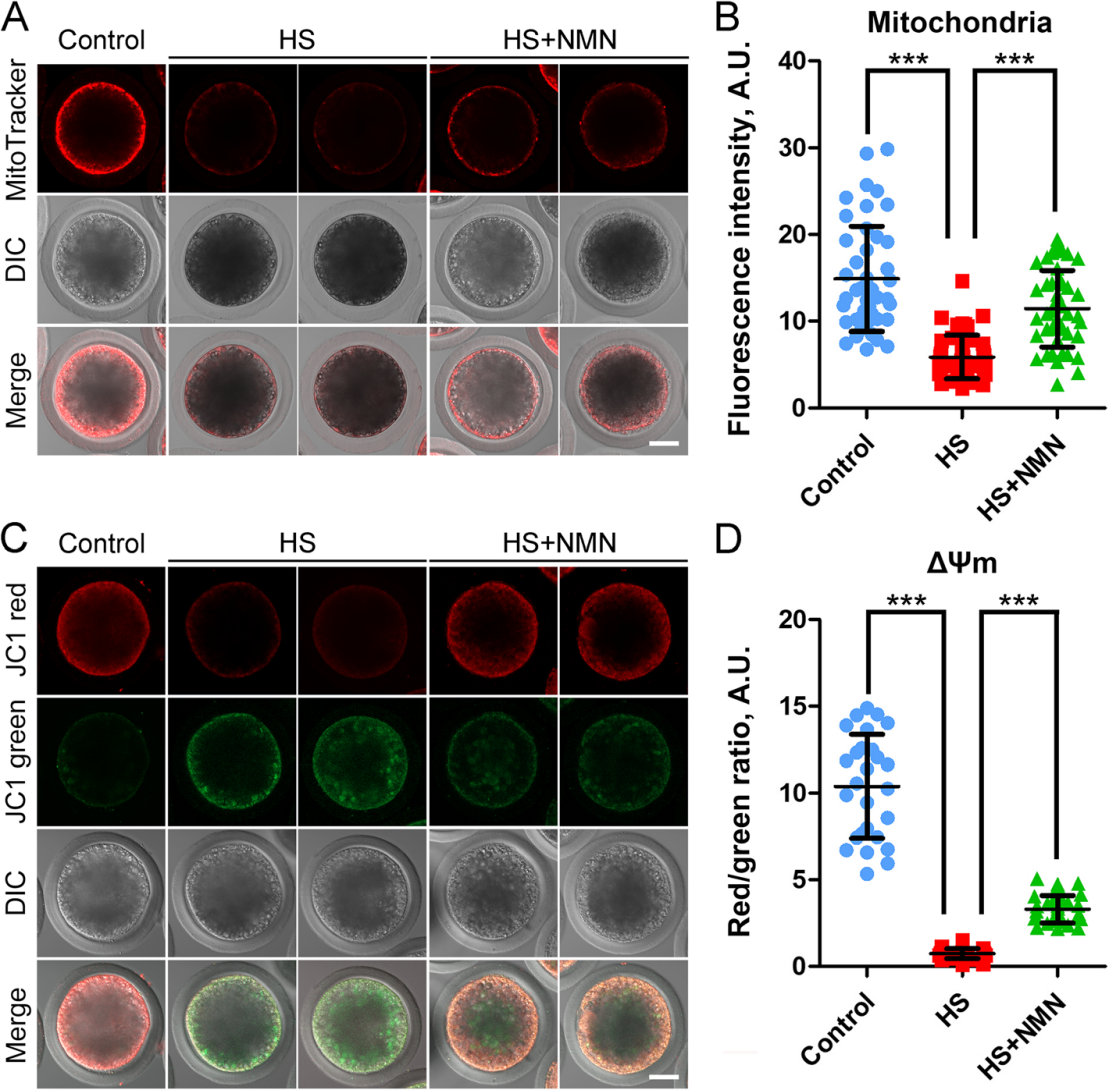
Effects of NMN supplementation on the mitochondrial distribution and function in heat-stressed porcine oocytes. **A** Representative images of mitochondrial distribution in control, heat-stressed and NMN-supplemented oocytes at metaphase II stage. Scale bar, 30 μm. **B** The fluorescence intensity of mitochondrial signals was quantified in control, heat-stressed and NMN-supplemented oocytes. **C** Mitochondrial membrane potential (ΔΨm) was detected by JC-1 staining in control, heat-stressed and NMN-supplemented oocytes at metaphase II stage. Red, high ΔΨm; Green, low ΔΨm. Scale bar, 30 μm. **D** The ratio of red to green fluorescence intensity was calculated in control, heat-stressed and NMN-supplemented oocytes. Data in (**B**) and (**D**) were presented as mean value (mean ± SD) of at least three independent experiments. ***P < 0.001

We also evaluated the mitochondrial membrane potential (ΔΨm), an important indicator for mitochondrial function, by JC-1 staining [28]. Mitochondria with high ΔΨm showed red fluorescence, and with low ΔΨm showed green fluorescence (Fig. 7C). The quantitative analysis of the red to green fluorescence ratio displayed that of ΔΨm was much lower in heat-stressed oocytes than that in controls, but increased in NMN-supplemented oocytes (10.4 ± 0.6, *n* = 27, *P* < 0.001 vs. 0.7 ± 0.1, *n* = 32 vs. 3.3 ± 0.1, *n* = 36, *P* < 0.001; Fig. 7D). Taken together, these observations indicate that NMN boosts the mitochondrial dynamics and function in oocytes under heat stress.

### NMN suppresses the production of excessive ROS, DNA damage and apoptosis in porcine oocytes under heat stress

It has been reported that heat exposure induces oxidative stress in various cells, thereby impairing the normal physiological functions of cells and causing apoptosis [29, 30]. Combination with the transcriptome data, we speculated that the defects present in heat-stressed oocytes might be mediated by this mechanism as well. To verify this hypothesis, we compared the ROS levels in each group by dichlorofluorescein diacetate (DCFH-DA) staining as performed in our previous study [27, 31]. We found that much weak signals of ROS were detected in control oocytes (Fig. 8A). However, heat stress substantially increased the green signals in the cytoplasm of oocytes, which was alleviated by the supplementation of NMN (Fig. 8A). Consistently, the fluorescence intensity of ROS signals in heat-stressed oocytes prominently increased compared to the controls (8.4 ± 0.7, *n* = 38 vs. 31.9 ± 2.6, *n* = 24, *P* < 0.001; Fig. 8B). NMN supplementation effectively reduced ROS levels in heat-stressed oocytes (10.1 ± 0.6, *n* = 55, *P* < 0.001; Fig. 8B).

**Fig. 8:**
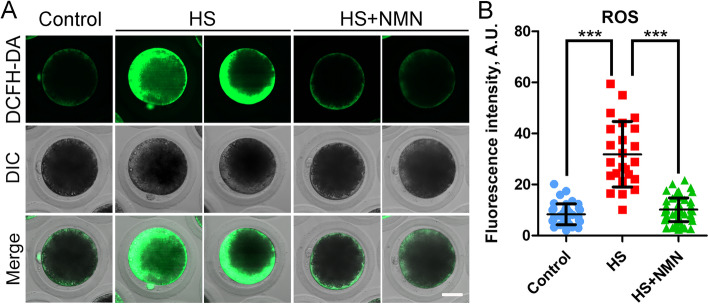
Effects of NMN supplementation on the ROS levels in heat-stressed porcine oocytes. **A** Representative images of ROS levels in control, heat-stressed and NMN-supplemented oocytes at metaphase II stage. Scale bar, 30 μm. **B** The fluorescence intensity of DCFH-DA signals were quantified in control, heat-stressed and NMN-supplemented oocytes. Data were presented as mean value (mean ± SD) of at least three independent experiments. ***P < 0.001

Excessive ROS-induced oxidative stress is always related to DNA damage accumulation and early apoptosis in cells. Thus, we stained oocytes with γH2A.X antibody and Annexin-V dye to evaluate the occurrence of DNA damage and apoptosis. We observed that γH2A.X signals in heat-stressed oocytes were significantly higher than those in controls, while NMN supplementation reduced this change (7.3 ± 0.5, *n* = 23, *P* < 0.001 vs. 19.1 ± 1.1, *n* = 28 vs. 12.8 ± 1.3, *n* = 23, *P* < 0.001; Fig. 9A, B). Furthermore, fluorescence imaging and intensity measurement showed that Annexin-V signals were hardly detected in control oocytes, but clearly present on the plasma membrane of heat-stressed oocytes, which were reduced in the NMN-supplemented oocytes (2.3 ± 0.3, *n* = 31, *P* < 0.001 vs. 14.7 ± 0.9, *n* = 35 vs. 6.4 ± 0.3, *n* = 34, *P* < 0.001; Fig. 10A, B). Overall, these results demonstrate that NMN supplementation suppresses the occurrence of apoptosis through reducing levels of ROS and DNA damage in porcine oocytes under heat stress.

**Fig. 9:**
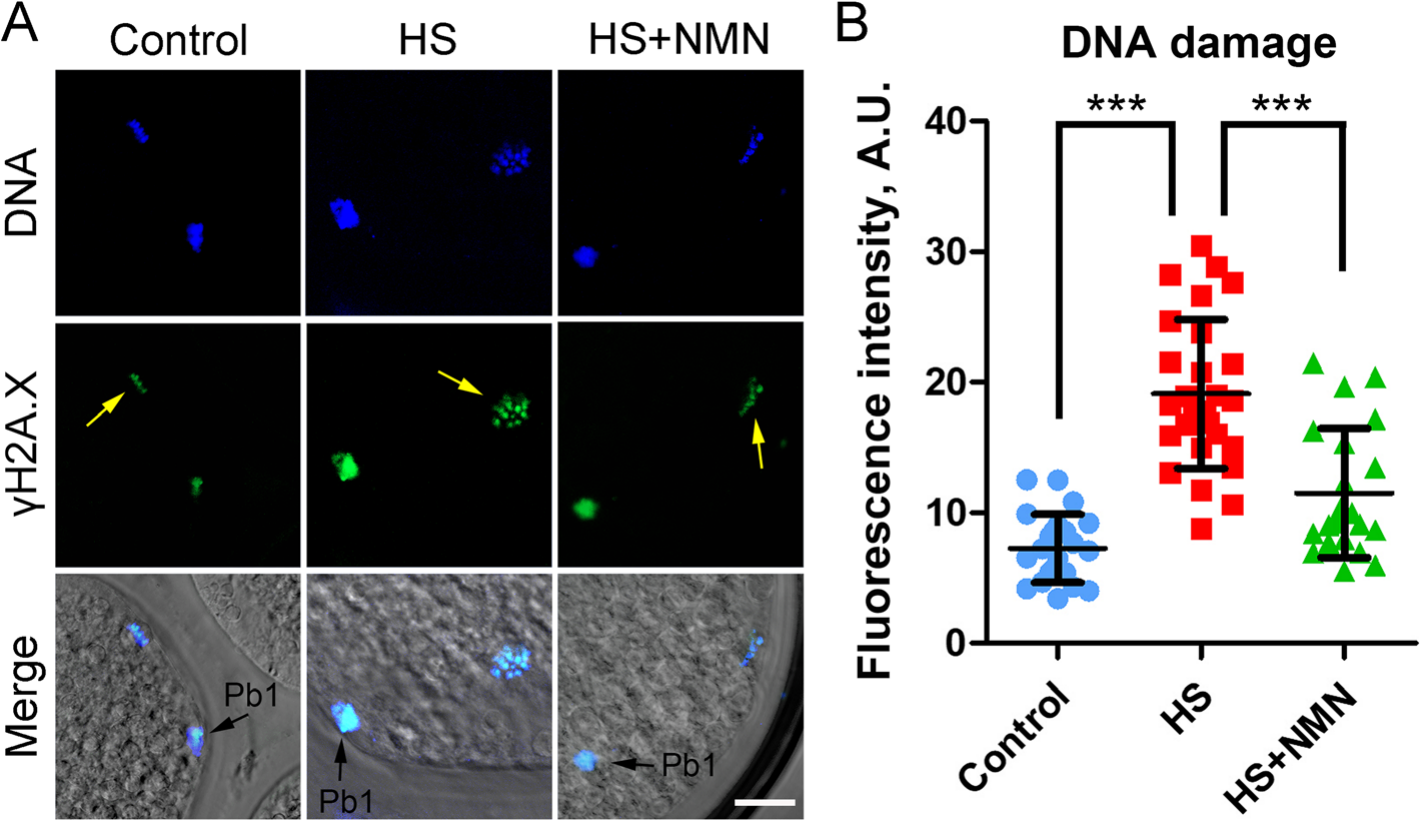
Effects of NMN supplementation on the DNA damage in heat-stressed porcine oocytes. **A** Representative images of accumulated DNA damage in control, heat-stressed and NMN-supplemented oocytes at metaphase II stage. Scale bar, 20 μm. **B** The fluorescence intensity of γH2A.X signals was quantified in control, heat-stressed and NMN-supplemented oocytes. Data were presented as mean value (mean ± SD) of at least three independent experiments. ***P < 0.001

**Fig. 10:**
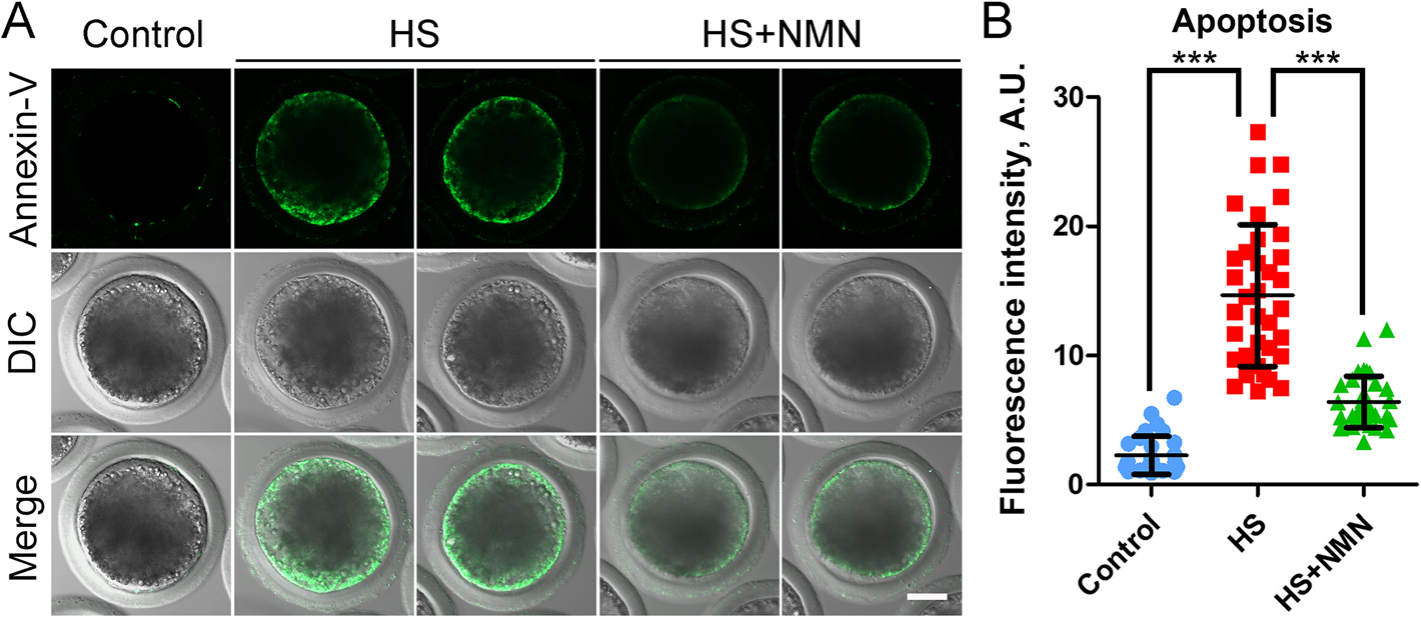
Effects of NMN supplementation on the early apoptosis of heat-stressed porcine oocytes. **A** Representative images of apoptotic oocytes at metaphase II stage in control, heat-stressed and NMN-supplemented groups. Scale bar, 30 μm. **B** The fluorescence intensity of Annexin-V signals was quantified in control, heat-stressed and NMN-supplemented oocytes. Data were presented as mean value (mean ± SD) of at least three independent experiments. ***P < 0.001

### NMN promotes the development of early embryos from the porcine oocytes under heat stress

Since NMN improved the quality of heat-stressed porcine oocytes, we further assessed their embryonic development potential by parthenogenetic activation. As shown in Fig. 11, a large number of embryos derived from the control oocytes developed to the blastocysts, while only a few reached this stage in heat-stressed group (50.5 ± 1.5%, *n* = 91 vs. 22.5 ± 1.9%, *n* = 88, *P* < 0.001; Fig. 11A, B). Importantly, NMN supplementation substantially increased the rate of blastocyst formation in heat-stressed group (43.9 ± 1.6%, *n* = 91, *P* < 0.01; Fig. 11A, B), confirming the elevated quality of oocytes under heat stress by NMN.

**Fig. 11:**
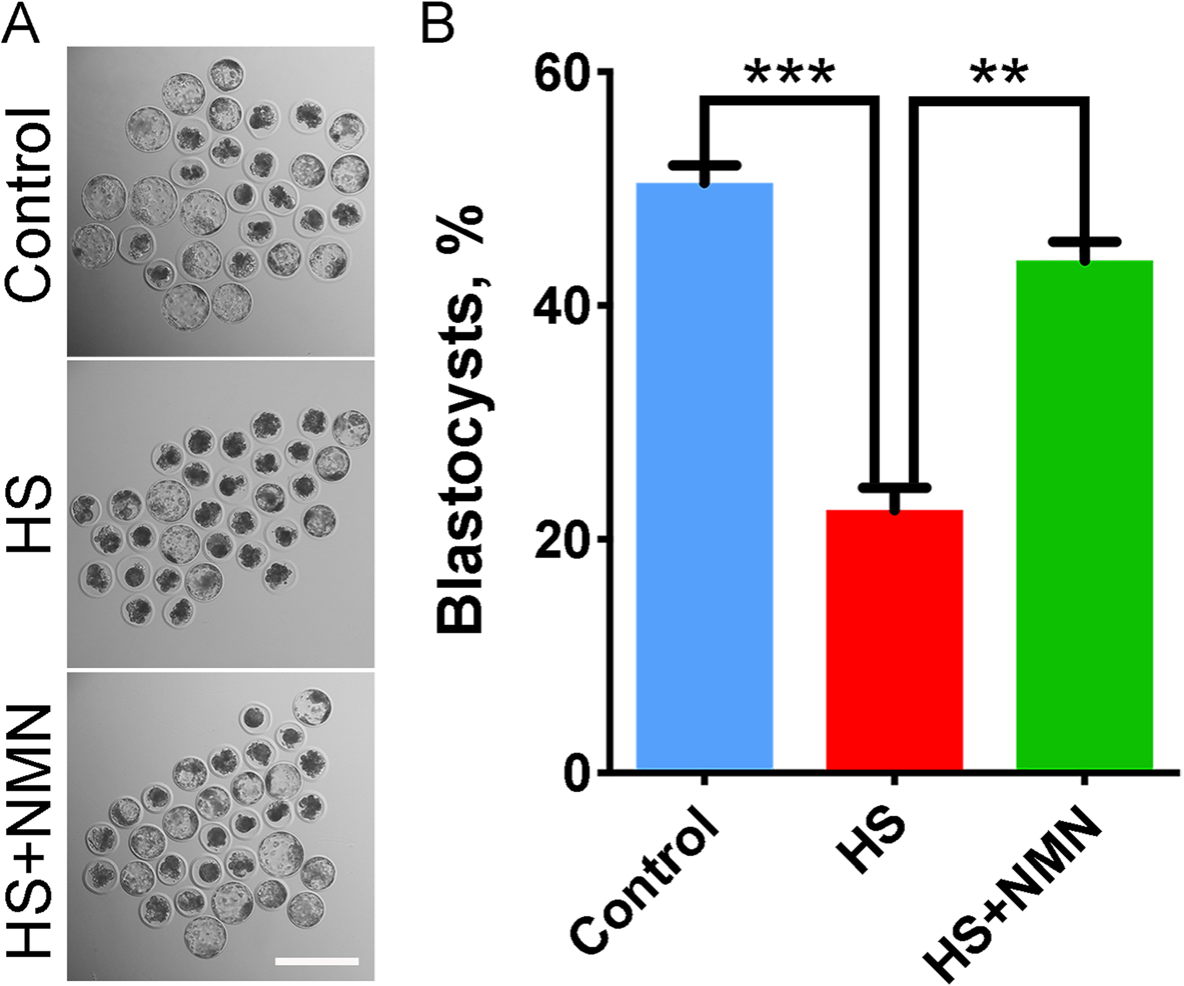
Effects of NMN supplementation on the development of early embryos derived from the heat-stressed porcine oocytes. **A** Representative images of the embryos at blastocyst stage in control, heat-stressed and NMN-supplemented groups. Scale bar, 200 μm. **B** The rate of blastocyst formation was recorded in control, heat-stressed and NMN-supplemented groups. Data were presented as mean value (mean ± SEM) of at least three independent experiments. **P < 0.01, ***P < 0.001

## Discussion

Higher ambient temperature has various detrimental effects on the organism, such as hyperthermia, endotoxemia and/or systemic inflammation [32, 33]. Increasing studies have shown that the main organelle damaged by heat stress in the cells is mitochondria, and the destruction of mitochondria can lead to cell dysfunction and even necrosis [2]. However, there is no better strategy to solve the damage of heat stress to animals. We previously reported that the restoration of mitochondrial function by NMN supplementation improves the quality of mouse oocytes deteriorated by maternal aging and porcine oocytes exposed to the environmental pollutant ethylene glycol butyl ether [23, 28]. Therefore, we hypothesized that NMN is likely to ameliorate the quality of porcine oocytes under heat stress.

To test this possibility, we firstly assessed the incidence of PBE and cumulus cell expansion, two obvious morphological indicators for the porcine oocyte meiosis. Consistent with previous reports, heat stress impaired the meiotic maturation of porcine oocytes in vitro [34, 35]. Whereas NMN supplementation elevated the rate of PBE and the degree of cumulus cell expansion, validating the beneficial effects of NMN on the oocyte maturation under heat stress. We also evidenced that NMN restored the cytoskeletal structure in heat-stressed porcine oocytes through maintaining the microtubule stability and actin dynamics, which demonstrates that heat stress compromises the porcine oocyte nuclear maturation by disrupting the spindle assembly and actin polymerization, and NMN could recover these meiotic defects.

Another important finding in our study is that NMN promotes the cytoplasmic maturation of porcine oocytes under heat stress. CGs form a uniform layer in the subcortex of oocytes and function in the prevention of polyspermy after fertilization by releasing their component ovastacin out of oocytes to cleave ZP2 at the N-terminus in the zona pellucida [26]. If CGs are induced to exocytose prior to fertilization, ZP2 will be prematurely cleaved to cause the fertilization failure [36]. Thus, the correct distribution of CGs is regarded as a key criterion for the oocyte cytoplasmic maturation. Our data showed that the amount of CGs and their component ovastacin in the subcortical area of porcine oocytes exposed to heat stress were substantially reduced, suggesting that heat stress might weaken the fertilization ability via hindering the cytoplasmic maturation of oocytes. NMN supplementation recovered the dynamics of CGs and ovastacin in porcine oocytes under heat stress. Mitochondrion is a main organelle that provides energy to drive the normal oocyte development [37, 38]. Therefore, mitochondrial distribution is considered as another important indicator for the cytoplasmic maturation of mammalian oocytes. Our findings further documented that NMN restored the oocyte cytoplasmic maturation under heat stress as assessed by the mitochondrial distribution and function.

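Genes of spindle organization, the cell cycle and the DNA damage checkpoint were taken from lists written by hand, of which 48, 62 and 28 genes were tested. Between NMN-supplemented and heat-stressed oocytes, 7 of the 48 spindle genes were DEGs, 2 higher and 5 lower with NMN (odds ratio 1.09, Fisher's exact test, P = 0.832, adjusted P = 0.832). Of the 62 cell cycle genes 11 were DEGs, 9 higher and 2 lower with NMN (odds ratio 1.38, Fisher's exact test, P = 0.349, adjusted P = 0.695), and with only the higher DEGs counted, a direction likewise taken from the list's own DEGs, the odds ratio was 2.24 (Fisher's exact test, P = 0.0404). Of the 28 DNA damage checkpoint genes 2 were DEGs (odds ratio 0.487, Fisher's exact test, P = 0.417, adjusted P = 0.695), against an odds ratio of 1.69 with the DEGs called by the authors (Fisher's exact test, P = 0.243). The spindle odds ratio was 0.912 with a pseudocount of 0.1 FPKM.
In this comparison, the median log2 fold change was 0.14 for the spindle genes, with 36 genes higher and 12 lower (camera, adjusted P = 0.674). It was 0.12 for the cell cycle genes, with 42 higher and 20 lower (camera, adjusted P = 0.243), and 0.13 for the DNA damage checkpoint genes, with 24 higher and 4 lower (camera, adjusted P = 0.177). The median of all tested genes was also above 0. With the samples paired by replicate number, the unadjusted camera P of the DNA damage checkpoint genes went from 0.053 to 0.0363, and against random lists matched on expression and length the permutation P was 0.523.
Between heat-stressed and control oocytes, 5 of the 48 spindle genes were DEGs, fewer than in the other tested genes (odds ratio 0.391, Fisher's exact test, P = 0.0382, adjusted P = 0.382). With the DEGs called by the authors the odds ratio was 1.36 (Fisher's exact test, P = 0.364). For the cell cycle, 10 of 62 genes were DEGs, 1 higher and 9 lower (odds ratio 0.648, Fisher's exact test, P = 0.285, adjusted P = 0.695), and 1.52 was the odds ratio with only the lower DEGs. For the DNA damage checkpoint, 7 of 28 genes were DEGs (odds ratio 1.13, Fisher's exact test, P = 0.821, adjusted P = 0.832). With the DEGs called by the authors it was 12 of 28 (odds ratio 3.24, Fisher's exact test, P = 0.00301, adjusted P = 0.0301). The medians of the 3 lists with heat stress were 0.036 for spindle organization, 0.014 for the cell cycle and 0.046 for the DNA damage checkpoint, and the lowest camera P of the 3, that of the cell cycle, was 0.121.
CDKN1C on chromosome 2, which encodes an inhibitor of cyclin-dependent kinases, had 3.62 ± 0.390 FPKM in control, 0.773 ± 0.123 FPKM in heat-stressed and 1.64 ± 0.229 FPKM in NMN-supplemented oocytes (SD, n = 2). Its log2 fold change was −1.38 with heat stress (SE 0.14, adjusted P = 0.111) and 0.57 with NMN (SE 0.14, adjusted P = 0.260). PLK1 on chromosome 3, in all 3 lists, had 6.91 ± 0.329 FPKM in control, 3.34 ± 0.0596 FPKM in heat-stressed and 3.78 ± 0.196 FPKM in NMN-supplemented oocytes (SD, n = 2). The log2 fold change of PLK1 was −0.87 with heat stress (SE 0.11, adjusted P = 0.111) and 0.14 with NMN (SE 0.11, adjusted P = 0.529). AURKA on chromosome 17, a spindle kinase gene, fell in both comparisons, from 35.4 ± 5.31 FPKM in control to 17.9 ± 1.20 FPKM in heat-stressed and 10.6 ± 1.18 FPKM in NMN-supplemented oocytes (SD, n = 2). SFN on chromosome 6, in the cell cycle and DNA damage checkpoint lists, was at 11.07 ± 1.66 FPKM in heat-stressed and 3.82 ± 1.72 FPKM in NMN-supplemented oocytes (SD, n = 2), a log2 fold change of −1.37 (SE 0.30, adjusted P = 0.225).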

Lastly, our transcriptome data revealed that spindle organization, cell cycle and DNA damage checkpoint were highly correlated to the NMN-mediated recovery of oocyte maturation under heat stress, which is concordant with our above findings as well as the observation that NMN alleviated the excessive ROS-induced DNA damage accumulation and apoptosis. Consequently, NMN supplementation also promoted the development of embryos derived from the heat-stressed oocytes.

Collectively, we provide several lines of evidence documenting that NMN supplementation is a feasible and effective way to improve the quality of porcine oocytes under heat stress by promoting both nuclear and cytoplasmic maturation.

## Data Availability

The datasets presented in this study can be found in online repositories. The name of the repository and accession number can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE185338.

## Abbreviations

NMN: Nicotinamide mononucleotide
ROS: Reactive oxygen species
GVBD: Germinal vesicle breakdown
NAD: Nicotinamide adenine dinucleotide
COCs: Cumulus-oocyte complexes
IVM: In vitro maturation
PI: Propidium iodide
DCFH-DA: Dichlorofluorescein diacetate
PBE: Polar body extrusion
CG: Cortical granule
DEGs: Differentially expressed genes

How the deposited data were processed for this re-analysis (not part of the article)

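RNA from control, heat-stressed and NMN-supplemented porcine oocytes was sequenced, with 2 samples per group, and the samples were assigned to their groups from their labels. According to the methods, the authors trimmed the reads with cutadapt and aligned them to the pig genome with tophat2. The authors deposited FPKM values, one for each of 29861 genes and 6 samples, and FPKM values per group in their lists of differentially expressed genes. The authors' log2 fold changes were deposited for all 3 comparisons between the groups and are infinite where one group is at 0. For each gene and comparison the authors also deposited a p-value and a q-value, with 1 for genes that were not tested. The tool and test behind these values are not named in the paper's text. Read counts were not used here, so the depth per sample is unknown and no interval that needs it is given. The group FPKM in the authors' lists were scaled apart from the FPKM per sample, and the values per sample were used.

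The FPKM per sample were log2-transformed after adding 1 FPKM. Genes with a mean FPKM of at least 1 over the 6 samples were tested, which left 4713 genes. One linear model of the 3 groups was fitted to all 6 samples with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation and a trend of the variance on mean expression, and P-values were adjusted by the Benjamini-Hochberg method. All 6 samples were used in one fit because 2 samples per group leave few degrees of freedom. DEGs were counted at an unadjusted P under 0.05, as drawn in Fig. 6B and C, and at an adjusted P under 0.05. Gene lists were tested with limma's camera, with an inter-gene correlation of 0.01, and with two-sided Fisher's exact tests. Random lists matched on expression (10 bins) and transcript length (4 bins) were drawn 10000 times. Primers were aligned to the annotated transcripts of Sscrofa11.1. Python 3.11.15 with pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the other steps.

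The genes named were CSNK2B, MED25, KDM6B, PLK3 and GAPDH, any gene labelled in Fig. 6B or C, the 3 genes with the largest log2 fold change in each comparison and direction among those with an unadjusted P under 0.05 and no overlap between the samples of the groups, and the 3 genes with the smallest P under 0.05 in each gene list and comparison. From these, the text gives those with the largest changes. CABLES2, TCTEX1D4, PTOV1, INHBA, GREM1 and LOC100513953 were chosen after their values were seen.

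The model was tested on simulated data of 4713 genes in 6 samples, where 200 genes were changed by at least 1 on the log2 scale. The simulated noise was normal, with a spread that followed the trend with mean expression and did not otherwise differ between genes. Of the changed genes 200 had an unadjusted P under 0.05, as did 4.96% of the unchanged genes, and with an adjusted P under 0.05 there were 200 changed and 10 unchanged genes. For a list of unchanged genes, camera gave a P of 0.983 and Fisher's exact test a P of 0.0463, the latter a false positive at 0.05. Across the 200 changed genes, the correlation between true and fitted log2 fold changes was 0.993. Because the simulated changes were large and the noise simple, this test does not tell how many smaller changes the model would find.

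The alternatives tried were a pseudocount of 0.1 FPKM, a minimum mean FPKM of 0.1 or 5 (11651 and 1672 genes), quantile normalization, scaling to the same median FPKM, the replicate number as a block, only the compared groups in the fit, no trend in the moderation, an absolute log2 fold change over 1, limma's fry in place of camera, matched random lists, only DEGs of the commoner direction of a list, the DEGs called by the authors, and leaving out each sample in turn. The block pairs samples by the replicate numbers of their labels, since neither the labels nor the paper's text say whether same-numbered samples were collected together. Trends of the fold changes with transcript length and GC content were removed in further tests. Scaling to GAPDH was left out because its FPKM is 0 in a heat-stressed sample. The RT-PCR values themselves were not analysed here.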

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

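The tests of scaling, transcript length, GC content, the share of mitochondrially encoded genes and sample labels given here were chosen after the counts were seen, and the tests of cumulus cell markers and of short genes were set before their results were seen.

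A comparison that the paper does not report, NMN-supplemented against control oocytes, had more differing genes than either comparison in Fig. 6. In it, 1948 genes had an unadjusted P under 0.05, of which 1208 were higher and 740 lower in NMN-supplemented oocytes, and 1015 had an adjusted P under 0.05, of which 583 were higher and 432 lower. Heat-stressed oocytes differed from control oocytes at 1074 genes with an unadjusted P under 0.05 and at 0 with an adjusted P under 0.05, so that the ratio of the unadjusted counts was 1.81. The alternatives of the count of 1015 were chosen after seeing the data. The lower genes outnumbered the higher ones under some settings. With an absolute log2 fold change over 1 the unadjusted split was 52 higher and 257 lower and the adjusted one 41 and 200, and with a minimum mean FPKM of 0.1 they were 1544 and 1692, and 15 and 71. With the replicate block 253 of the 445 genes with an adjusted P under 0.05 were lower, and with only the compared groups in the fit 405 of 800. In the authors' deposited table, 2141 genes have a p-value of 0.05 or less with a finite fold change and 1593 a q-value under 0.05, and 1638 of the 1948 genes are also called there, all in the same direction. Scaling between samples was tested by quantile normalization, after which the ratio of the counts was 1.66. With the trend of the fold changes with transcript length removed the ratio was 1.69, and with the trend with GC content removed it was 2.21. The count with an adjusted P under 0.05 fell to 621 and 414 genes in these tests and to 346 with both trends removed, so these trends carry part of the calls. Mitochondrially encoded genes took up to 74.7% of the FPKM sum, and with the samples scaled to the sum over nuclear genes, from which LOC100513953 was left out, the ratio was 2.14 and the count with an adjusted P under 0.05 fell to 555. RNA from cumulus cells was tested with a list of marker genes, whose summed FPKM was lower in both NMN-supplemented samples than in both control samples, with a log2 ratio of −0.535. The heat-stressed samples were also below both control samples and overlapped the NMN-supplemented ones, with sums of 15.69 and 12.04 FPKM against 21.06 and 17.02 in control and 10.24 and 16.04 in NMN-supplemented samples. Most of each control sum was INHBA, and without it, a choice made after seeing the values, the sums were 4.70 and 3.84 FPKM in control and 5.88 and 5.83 FPKM in NMN-supplemented samples. Those of the heat-stressed samples were 5.53 and 5.60 FPKM, near the NMN-supplemented ones and also above both control samples. The rise without INHBA came mostly from GREM1, at 2.48 and 1.73 FPKM in control and 3.58 and 3.55 FPKM in NMN-supplemented samples. INHBA and GREM1 were the only 2 of the 28 markers that passed the minimum mean FPKM of 1. The direction thus depended on single genes, and a loss of cumulus cell RNA could add differing genes just as a gain could, so this test does not settle the question. As for a mislabelled sample, 5 of the 6 samples had their group partner as the nearest sample, the exception being heat-stressed replicate 2, and with 2 samples per group this does not settle whether a label is wrong. The pattern cannot be told apart from a different amount of cumulus cell RNA or a mislabelled sample, nor from a difference between library batches, which the labels do not give. What remains beside these is a condition effect, in which NMN-supplemented oocytes, which went through the same heat treatment, may lie farther from control oocytes than heat-stressed ones do.

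LOC100513953, a pseudogene of 132 nt on chromosome 14 (105985086 to 105985217), had an FPKM of 40366 in heat-stressed replicate 1 and is listed at 0 in the other 5 samples. This gene made up 13.9% of the FPKM sum of that sample, and its value was looked at because of its size. As a test for unstable values of very short genes, genes with transcripts of at most 200 nt were searched for an FPKM of at least 100 in one sample beside 0 in the others. There was 1 such gene, LOC100513953 itself, among the 406 short genes, of which 13 had an FPKM above 0, and there were 0 among the 29443 genes with longer transcripts. A single gene does not settle the question, so the value could be an effect of its short transcript, and cannot be told apart from one. No biological explanation was tested, and since the other heat-stressed sample is at 0, the value does not follow the condition.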

How the results depend on the processing

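The main settings, the gene lists, the tests of the DEGs and of the lists named by the paper, and their alternatives were chosen before the data were examined, except for the alternatives of the count of genes between NMN-supplemented and control oocytes with an adjusted P under 0.05, which were chosen after seeing the data. In all, 276 values were recomputed, of which 215 kept their direction and their side of the threshold or stayed close, 11 fell below the threshold, 12 passed it, 26 moved and 12 reversed. Where a value changed, the cause was not tested.

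The counts of DEGs with an unadjusted P under 0.05 followed the choice of genes. With a minimum mean FPKM of 0.1 they were 1865 for heat-stressed against control oocytes, 1161 for NMN-supplemented against heat-stressed oocytes and 3236 for NMN-supplemented against control oocytes. With a minimum of 5 they were 468, 266 and 791, and with an absolute log2 fold change over 1 they were 74, 71 and 309. Under the other alternatives set beforehand they lay between 827 and 1113 for heat stress and between 1815 and 1948 for NMN-supplemented against control oocytes, and for NMN against heat stress they stayed within 1.5 times of 641. In the tests chosen later, which removed the trends with transcript length, GC content or both or scaled the samples to the sum over nuclear genes, the counts were 704 to 978, 520 to 570 and 1509 to 1753. With the same-numbered samples paired in a replicate block, they were 937, 527 and 1815. After quantile normalization, 1011, 476 and 1727 of the genes called were also called without it. The median log2 fold change of all genes between NMN-supplemented and control oocytes was 0.11, and 0.090 after quantile normalization. With an adjusted P under 0.05 the count was 0 for both comparisons of the paper, beside 1074 and 641 at an unadjusted P under 0.05, with 1 gene in each when the moderation had no trend. It was also 1 for heat stress with the trends with transcript length and GC content both removed and with scaling to the sum over nuclear genes. For NMN-supplemented against control oocytes this count was 86 with a minimum mean FPKM of 0.1, 546 with a minimum of 5, 445 with the replicate block and 241 with an absolute log2 fold change over 1, against 788 to 992 under the other alternatives and 346 to 621 in the tests that removed the trends or scaled to nuclear genes.

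The number of genes changed by heat stress and changed back by NMN was 63, and 166 with a minimum mean FPKM of 0.1, 20 with a minimum of 5 and 6 with an absolute log2 fold change over 1, against 42 to 61 under the other alternatives. The correlation of the heat stress and NMN changes across genes was 0.27, 0.24 to 0.30 with another pseudocount, minimum or normalization, and −0.016 with the same heat-stressed samples in both comparisons, which biases it downwards by construction.

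Of the gene lists, the median of the oxidative phosphorylation genes with heat stress (−0.27) was −0.0079 with a minimum mean FPKM of 5, and it passed no threshold against matched random lists (−0.27, P of 0.2). Their median with NMN (−0.080) was −0.22 with a minimum of 5 and −0.080 with fry or with matched random lists, in each case no longer past the threshold. When only the DEGs of the commoner direction of the list, a direction taken from the list's own DEGs and so favouring a small P for every list, were counted, the odds ratio of these genes with heat stress was 5.08. The median of the apoptosis genes with heat stress passed the threshold with a minimum of 5 (−0.26) and against matched random lists (−0.13). The odds ratio of apoptosis genes with NMN, 0.746, became 1.21 with the replicate block, 1.25 with the commoner direction and 1.66 with the DEGs called by the authors. For the cell cycle genes, counting the commoner direction gave odds ratios of 1.52 with heat stress, reversed from 0.648, and 2.24 with NMN, past the threshold. The low odds ratio of spindle genes with heat stress (0.391) was no longer past the threshold with a pseudocount of 0.1 FPKM (0.410), quantile normalization (0.460), the replicate block (0.573) and the commoner direction (0.808), and was 1.36 with the DEGs called by the authors. The median of the spindle genes with heat stress became −0.014 with a minimum of 5, and their odds ratio with NMN was 0.912 with a pseudocount of 0.1. With the DEGs called by the authors, the DNA damage checkpoint genes had odds ratios of 3.24 with heat stress, past the threshold, and 1.69 with NMN, reversed from 0.487. The median of these genes with NMN passed the threshold before adjustment with a pseudocount of 0.1 (0.18), quantile normalization (0.11), the replicate block (0.13) and fry (0.13), but not with a minimum of 5 (0.10, P of 0.580) or against matched random lists (P of 0.523, with a median of 0.097 in those lists).

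With each sample left out in turn, the median with heat stress went from −0.37 to −0.095 for the oxidative phosphorylation genes, from −0.014 to 0.015 for the cell cycle genes, where 3 of the 4 fits reversed it, from 0.0019 to 0.090 for the spindle genes and from −0.13 to −0.034 for the apoptosis genes. For the DNA damage checkpoint genes it went from 0.020 to 0.088 with heat stress. With NMN it went from 0.088 to 0.18 for the cell cycle genes, from 0.099 to 0.14 for the spindle genes and from 0.099 to 0.18 for the DNA damage checkpoint genes. It went from −0.11 to −0.076 for the oxidative phosphorylation genes and from 0.037 to 0.065 for the apoptosis genes, below the 0.083 of all samples. The log2 fold changes of CSNK2B, MED25, KDM6B and PLK3 kept their direction in all 32 fits that left out one sample. Under the other alternatives, 19 of their values stayed on the same side of the threshold, 2 fell below it and 3 passed it. Leaving out a sample was not run for the counts of DEGs, because a group would have held 1 sample, and scaling to GAPDH was not run, because GAPDH is listed at 0 in heat-stressed replicate 1. The depth of the data is unknown, so its effect on genes with low FPKM could not be judged.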

Differences from the paper's values

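The log2 fold change of KDM6B between heat-stressed and control oocytes was −0.71, against the paper's value of about −1.2 in Fig. 6D, read by eye. Of the alternatives set before the data were examined, a pseudocount of 0.1 FPKM gave −1.19, within the paper's value, while quantile normalization (−0.73) and leaving out single samples (−0.90 to −0.51) did not close the gap. The replicate block cannot change a fold change in this balanced design, so it could not close this gap or the ones that follow.

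For PLK3 in the same comparison it was −0.80, against the paper's value of about −1.0 in Fig. 6D, read by eye. A pseudocount of 0.1 FPKM gave −0.97 and leaving out heat-stressed replicate 1 gave −0.89, both within the paper's value, and quantile normalization (−0.80) and leaving out any of the other 3 samples did not close the gap.

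Between NMN-supplemented and heat-stressed oocytes, the log2 fold change of MED25 was 0.46, against the paper's value of about 0.65 in Fig. 6D, read by eye. It was 0.66 with a pseudocount of 0.1 FPKM, 0.63 without heat-stressed replicate 2 and 0.51 without NMN-supplemented replicate 1, which closed the gap, and quantile normalization and leaving out the remaining samples did not.

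KDM6B had 0.41 in this comparison, against the paper's value of about 0.75 in Fig. 6D, read by eye. A pseudocount of 0.1 FPKM (0.75) and leaving out heat-stressed replicate 2 (0.61) closed the gap, and quantile normalization and leaving out the remaining samples did not.

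PLK3 had 0.69, against the paper's value of about 0.85 in Fig. 6D, read by eye. A pseudocount of 0.1 FPKM (0.85) and leaving out heat-stressed replicate 1 (0.79) closed the gap, and quantile normalization and leaving out the remaining samples did not.

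Fig. 6D presents CSNK2B and KDM6B as changed in both comparisons. The unadjusted limma P of CSNK2B was 0.0868 with heat stress and 0.106 with NMN, and the replicate block brought both under 0.05. That of KDM6B with NMN was 0.0504, and it was 0.0353 after quantile normalization, 0.0755 with the replicate block and 0.0538 with a pseudocount of 0.1.

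The paper reports the oxidative phosphorylation and apoptosis pathways as enriched among the DEGs of both comparisons (Fig. 6F, G). With the lists written by hand, the odds ratios were 1.91 and 1.21 with heat stress and 1.59 and 0.746 with NMN (Fisher's exact test, adjusted P between 0.695 and 0.832). Oxidative phosphorylation genes were past the threshold with heat stress when only DEGs of the commoner direction were counted (odds ratio 5.08, Fisher's exact test, P = 0.000471), but that direction was taken from the list's own DEGs, which favours a small P. As whole lists, the oxidative phosphorylation genes were lower in both comparisons, including with NMN, where the median log2 fold change was −0.080. Against matched random lists, whose medians were −0.11 and −0.064, the P was 0.2 with heat stress and 0.791 with NMN, and with a minimum mean FPKM of 5 the median with heat stress was −0.0079. The apoptosis list as a whole passed the threshold with heat stress with a minimum mean FPKM of 5 and against matched random lists, with medians of −0.26 and −0.13. With the trend with GC content removed the median was −0.014, and leaving out single samples gave −0.13 to −0.034.

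The discussion names spindle organization, the cell cycle and the DNA damage checkpoint as linked to the recovery with NMN. The odds ratios with NMN were 1.09, 1.38 and 0.487 (Fisher's exact test, adjusted P between 0.695 and 0.832). Cell cycle genes were past the threshold with NMN with the commoner direction counted, which has the same limit (odds ratio 2.24, Fisher's exact test, P = 0.0404), and DNA damage checkpoint genes with heat stress with the DEGs called by the authors (odds ratio 3.24, Fisher's exact test, adjusted P = 0.0301). The median of the DNA damage checkpoint genes with NMN was past the threshold before adjustment with a pseudocount of 0.1 (0.18), quantile normalization (0.11), the replicate block (0.13) and fry (0.13), but not with a minimum mean FPKM of 5 (P of 0.580) or against matched random lists (P of 0.523).

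Among the genes labelled in Fig. 6B, KLHL9 had an unadjusted limma P of 0.0501, LOC110257911 of 0.0564 and CPEB4 of 0.0612. KLHL9 was under 0.05 with a pseudocount of 0.1, both normalizations and no trend, LOC110257911 with a minimum mean FPKM of 5 and the replicate block, and CPEB4 with quantile normalization and the replicate block. Another 10 labelled genes were below the minimum mean FPKM of 1, and 8 of them had an unadjusted P under 0.05 with a minimum of 0.1. Among those in Fig. 6C, PPP1R15B had 0.0507 and was under 0.05 with quantile normalization and with no trend, and LOC110262119 had 0.100 and was not under 0.05 in any alternative.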

Other observations

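Of the tests of explanations here, those with GC content, with matched random lists, of the heat shock and NAD metabolism genes, of the genes matched by primers, and all those of the correlation across genes were chosen only after the results were seen, although the matched random lists and the correlation itself were computed as planned. The scaling and transcript length tests of the gene lists, the draw of the RT-PCR genes and the cumulus cell markers were set before.

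Nuclear oxidative phosphorylation genes had lower and mitochondrially encoded genes higher values in heat-stressed than in control oocytes, with medians of −0.27 and 0.57 and a difference of 0.839. After quantile normalization the mitochondrial median was −0.15 and the difference 0.102, but this normalization gives the highest ranks the same values in all samples. The mitochondrially encoded genes are among them, so a rise common to them is taken out whether it is technical or not, and the test cannot separate these. With the trend with transcript length removed the difference was 1.07, and with the trend with GC content removed it was 0.673. Against random lists matched on expression and length, the nuclear median had a P of 0.2, so that the expression level and length of these genes may account for their shift. With the samples scaled to the same median FPKM the medians were 0.59 for the mitochondrially encoded and −0.25 for the nuclear genes, but the median FPKM of the control and heat-stressed samples was already between 3.11 and 3.18, so this scaling could hardly move the values. A single scaling factor per sample would move both lists in the same direction. The medians had opposite signs, beside a median of 0.049 for all tested genes, which argues against such a factor for these lists. A difference in scaling that acts only on the highest values cannot be told apart from the pattern.

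The log2 fold changes of heat stress and of NMN were positively correlated across genes (0.27), so that NMN may, across genes, move expression further in the direction of heat stress more often than back. The correlation was 0.23 with the trend with transcript length removed, 0.24 with the trend with GC content removed and 0.25 after quantile normalization. These technical trends therefore do not fully account for it. Genes are not independent replicates, and library batches, which the labels do not give, were not tested, so a biological reading stays a hypothesis.

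In the authors' table, 156 genes are called in both comparisons, 134 with the same sign and 22 with opposite signs. All 4 RT-PCR genes, which the paper describes as selected at random, are among the 22. The probability that 4 genes drawn at random from the authors' 953 DEGs of heat stress are all of this kind is 2.142e-07. Most of those 953 genes are not called with NMN, so this value reflects the call in both comparisons as well as the direction. Among the 156 genes called in both, the 22 with opposite signs are still the minority. The selection may therefore have taken the direction of the change into account, but a draw from those 156 genes was not computed.

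Heat shock genes, of which 16 were tested, had a median log2 fold change of −0.043 between heat-stressed and control oocytes, with 8 higher and 8 lower (camera P of 0.183), and fry gave a P of 0.0437. Of these genes, 7 had an unadjusted P under 0.05, of which 2 were higher and 5 lower. DNAJB1 was lower in heat-stressed oocytes, from 26.3 ± 1.15 FPKM to 14.0 ± 0.917 FPKM (SD, n = 2), with a log2 fold change of −0.86 (SE 0.11, adjusted P = 0.111). DNAJB4 was higher, with a log2 fold change of 0.44 (SE 0.11, adjusted P = 0.134), as was HSPA6, with 0.43 (SE 0.17, adjusted P = 0.219). The list as a whole was not higher in heat-stressed than in control oocytes. Between NMN-supplemented and heat-stressed oocytes its median was −0.082, with 7 higher and 9 lower (camera P of 0.0208, and a permutation P of 0.01 against matched random lists). In that comparison 5 genes had an unadjusted limma P under 0.05, all lower with NMN. HSPA6 was among them, with a log2 fold change of −0.65 (SE 0.17, adjusted P = 0.278).

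NAD metabolism genes, of which 5 were tested, had a camera P of 0.789 between NMN-supplemented and heat-stressed oocytes, with a median log2 fold change of 0.12, whereas fry gave a P of 0.00108. The tests of these 5 genes thus differ, and whether NMN changes their expression could not be settled.

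Of 19 oocyte marker genes, 13 were lower in NMN-supplemented than in control oocytes, with a median log2 fold change of −0.61. Between heat-stressed and control oocytes 13 of the 19 were also lower, with a median of −0.34 (camera P of 0.00137, and a permutation P of 0.0012 against matched random lists). For these samples fry gave a P of 0.0628. The median was −0.17 with the trend with GC content removed and −0.27 with the trend with transcript length removed. For NMN-supplemented against control oocytes, the median was −0.58 after quantile normalization, −0.78 with the trend with transcript length removed and −0.55 with the trend with GC content removed. The summed FPKM of cumulus cell markers was lower in NMN-supplemented oocytes (log2 ratio −0.535), but most of the control sum was INHBA, and without it, a choice made after seeing the values, the sums were higher in both NMN-supplemented samples (5.88 and 5.83 FPKM) than in both control samples (4.70 and 3.84 FPKM). That rise came mostly from GREM1, with 3.58 and 3.55 FPKM in NMN-supplemented and 2.48 and 1.73 FPKM in control samples. Dilution by cumulus cell RNA would lower all of the oocyte markers, but 6 of the 19 were higher. With an unadjusted limma P under 0.05, 11 were lower and 2 higher. For these 19 genes, the values argue against dilution alone, but a smaller contribution of cumulus cell RNA is not excluded. Among the lower markers, ZAR1 went from 20.5 ± 4.60 FPKM in control to 3.57 ± 1.03 FPKM in NMN-supplemented oocytes (SD, n = 2), a log2 fold change of −2.24 (SE 0.23, adjusted P = 0.0202). A difference between library batches was not tested, because the labels give none. A lower content of maternal transcripts may be a condition effect or, in part, a different amount of cumulus cell RNA, and this was found and tested on the same data.

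The KDM6B and PLK3 primer pairs matched CABLES2 and TCTEX1D4 in full. CABLES2 had a log2 fold change of −0.54 with heat stress (unadjusted limma P of 0.0788) and 0.47 with NMN (P of 0.115), the same directions as KDM6B, so the RNA-seq data do not separate the gene named from the gene matched. TCTEX1D4 is listed at 0 in all 6 samples. It overlaps PLK3 only at the far end of its 1003 nt transcript, whereas the primers match it at positions 220 and 338. The overlap therefore does not place the matched product within PLK3. Whether the products of the RT-PCR came from the genes named was not tested.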
